# Subtype-selective agonists of plant hormone co-receptor COI1-JAZs identified from the stereoisomers of coronatine

**DOI:** 10.1038/s42003-023-04709-1

**Published:** 2023-03-25

**Authors:** Kengo Hayashi, Nobuki Kato, Khurram Bashir, Haruna Nomoto, Misuzu Nakayama, Andrea Chini, Satoshi Takahashi, Hiroaki Saito, Raku Watanabe, Yousuke Takaoka, Maho Tanaka, Atsushi J. Nagano, Motoaki Seki, Roberto Solano, Minoru Ueda

**Keywords:** Jasmonic acid, Chemical tools

## Abstract

Severe genetic redundancy is particularly clear in gene families encoding plant hormone receptors, each subtype sharing redundant and specific functions. Genetic redundancy of receptor family members represents a major challenge for the functional dissection of each receptor subtype. A paradigmatic example is the perception of the hormone (+)-7-*iso*-jasmonoyl-L-isoleucine, perceived by several COI1-JAZ complexes; the specific role of each receptor subtype still remains elusive. Subtype-selective agonists of the receptor are valuable tools for analyzing the responses regulated by individual receptor subtypes. We constructed a stereoisomer library consisting of all stereochemical isomers of coronatine (COR), a mimic of the plant hormone (+)-7-*iso*-jasmonoyl-L-isoleucine, to identify subtype-selective agonists for COI1-JAZ co-receptors in *Arabidopsis thaliana* and *Solanum lycopersicum*. An agonist selective for the *Arabidopsis* COI1-JAZ9 co-receptor efficiently revealed that JAZ9 is not involved in most of the gene downregulation caused by COR, and the degradation of JAZ9-induced defense without inhibiting growth.

## Abstract (web summary)

Construction and screening of a library of all stereochemical isomers of coronatine, a mimic of the plant hormone (+)-7-iso-jasmonoyl-L-isoleucine, identify subtype-selective agonists for COI1-JAZ co-receptors in *A. thaliana* and *S. lycopersicum*.

## Introduction

Sub-functionalization or neo-functionalization of genes occurs during evolution through duplication events in the genome. Gene duplications leading to genetic redundancy can allow the acquisition of new functions, interactions, and expression patterns to benefit plant adaptive responses to the changing environmental stimuli^1–3^. Examples of severe genetic redundancy can be observed in plant hormone signaling modules^1,2^. Genetic redundancy in plant hormone receptors makes it difficult to study and characterize their complex signaling networks^3^. A paradigmatic example can be found in the case of a lipid-derived plant hormone, (+)-7-*iso*-jasmonoyl-L-isoleucine (JA-Ile, **1**, Fig. 1a), which is perceived by COI1-JAZ co-receptors consisted of F-box protein CORONATINE INSENSITIVE 1 (COI1) and JASMONATE-JIM DOMAIN (JAZ) repressor proteins. Subsequent degradation of JAZ through the 26S-proteasome induces the expression of jasmonate (JA)-responsive genes, including defenses against necrotrophic pathogens and herbivorous insects in *Arabidopsis thaliana* and several crop plants^4–6^. Concurrently, the COI1-JAZ-mediated JA signaling regulates growth inhibition, fertility, and secondary metabolite production. The molecular basis of the multiple effects of JA-Ile partially lies in the severe genetic redundancy of the 13 *JAZ* gene family members encoded in the *Arabidopsis* genome^3,7,8^.

**Fig. 1:**
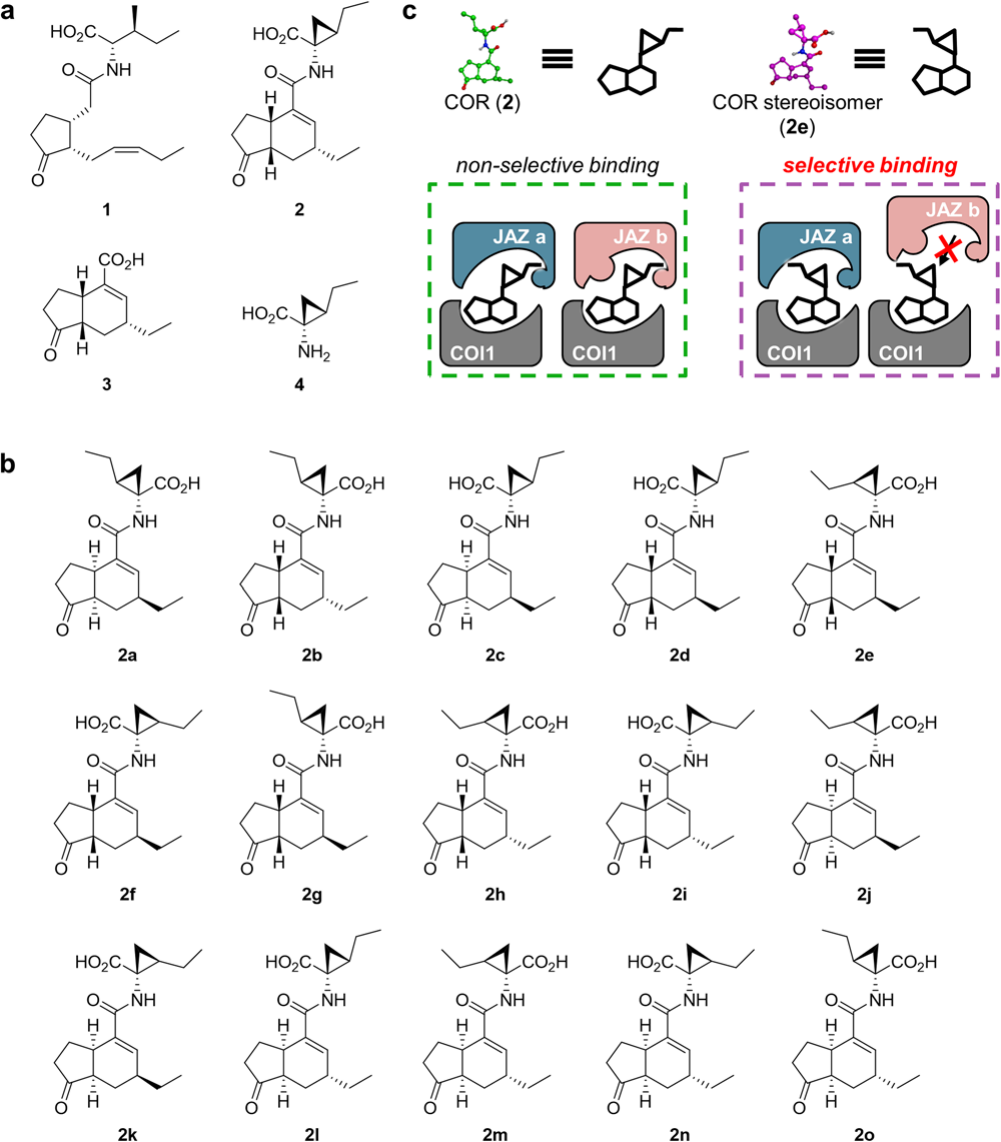
Chemical library of coronatine stereoisomers. **a** Chemical structures of JA-Ile (**1**), coronatine (**2**), coronafacic acid (**3**), and coronamic acid (**4**). **b** Chemical structure of stereochemical isomers of **2** (**2a**-**2o**). **c** Schematic representation of selective binding of **2**-stereoisomer (**2e**) with COI1-JAZ co-receptors. COR (**2**) can interact with most of the COI1-JAZ pairs, whereas the stereoisomer of COR (**2e**) has a selective affinity with some COI1-JAZ pairs.

Differences in spatiotemporal expression of *JAZ* genes during growth and development lead to redundant and complementary JA signaling in *Arabidopsis*. Genetic redundancy seriously challenges canonical genetic approaches to functionally dissect *JAZ* gene function as the effect of a single *JAZ* knock-out in *Arabidopsis* can be easily complemented by other members of the *JAZ* gene family^3^. Tremendous efforts have been made to dissect the redundant function of *JAZ* genes in jasmonate signaling. Genetic studies using *Arabidopsis* mutant lines lacking multiple *JAZ* genes (*jaz1/3/4/9/10* quintuple mutant as *jazQ*, *jaz1/2/3/4/5/6/7/9/10/13* decuple mutant as *jazD*, *jaz1/2/3/4/5/6/7/8/9/10/13* as *jazU*, and recently reported *jaz1/2/3/4/5/6/7/9/10/11/12* undecuple mutant) are pioneering works to understand the function of JAZ family genes^9–12^. Recently, genetic studies using the model liverwort *Marchantia polymorpha* L have attracted attention as an alternative approach to analyze the jasmonate signaling because no genetic redundancy is observed in the key JA signaling pathway components, COI1, JAZ, and MYC^13–17^. In addition, chemical genetics is a powerful and promising alternative. Chemical genetics approaches have been successful in analyzing genetically redundant signaling in other hormonal pathways, such as those of abscisic acid and strigolactones, in which specific hormonal agonists activated distinctive receptor subtypes triggering specific responses^18–24^. Transient inhibition/degradation of a single JAZ protein in a fully developed plant by using chemicals may therefore disclose the specific function of a particular *JAZ* gene. Thus, the chemical genetic approach can complement the genetic approach^25,26^.

Here we report that the analysis of the chemical library (Fig. 1b) harboring all the stable stereochemical isomers of JA-Ile mimic, coronatine (COR, **2**, Fig. 1a), provided the agonists of selective affinity among the COI1-JAZ co-receptor pairs in two plant species, *A. thaliana* and *Solanum lycopersicum*. Significantly, the stereoisomer **2e** (Fig. 1b) caused protein degradation of the JAZ9 repressor to activate JAZ9-dependent jasmonate signaling in *A. thaliana*. The use of **2e** enabled the analysis of a unique gene expression pattern governed by a single JAZ repressor, JAZ9, among the genetically redundant JAZ family genes.

## Results

### Chemical synthesis of all possible stereochemical isomers of coronatine

The use of a focused chemical library of **2**-stereoisomers (Fig. 1b) can be a promising approach to look for novel, specific ligands of COI1-JAZ co-receptor pairs. Stereochemical isomers of **2** have the same size exclusion volume as naturally occurring **2** and slightly different 3D orientation of functional groups in a molecule, thus they can be accommodated in the ligand-binding pocket of COI1 with modulation of interaction network to each co-receptor pair leading to selectivity among JAZs (Fig. 1c).

The chemical library of all the stable **2**-stereoisomers was constructed by coupling stereoisomers of coronafacic acid (CFA; **3**) and coronamic acid (CMA; **4**) (Fig. 1a). Enough amount of the stable stereoisomers of **3** was achieved by gram-scale racemic CFA synthesis and subsequent optical resolution, epimerization, and separation of diastereomers (Supplementary Fig. 1a)^27–29^. The optical purities of four CFAs (**3**-**3c**) were determined by chiral HPLC analyses^30^. Four CFAs (**3**-**3c**) were coupled with four CMAs (**4**-**4c**) which were synthesized by the reported method^31^, and subsequent deprotection provided all the stable 16 stereochemical isomers of coronatine (**2** and **2a**-**2o** in Fig. 1a, b, and Supplementary Figs. 1b and 2).

### Stereochemical isomers demonstrated unique selectivity for COI1-JAZ co-receptor pairs of two plant species, *Arabidopsis thaliana* and *Solanum lycopersicum*

We examined the affinities of 16 stereochemical isomers of **2** with COI1-JAZ co-receptors of two plant species, *Arabidopsis thaliana* (encoding 13 JAZ proteins), as a representative model dicot, and *Solanum lycopersicum* (encoding 13 JAZ proteins), as a model plant belonging to the *Solanaceae* family (Supplementary Fig. 3). Chemical screening using in vitro fluorescence anisotropy (FA) assay was performed for all of the functional combinations of COI1-JAZ co-receptor pairs^8,32^.

For *Arabidopsis* COI1-JAZ pairs, in vitro FA assay was carried out for all of the functional combinations of *At*COI1-*At*JAZ1/2/3/4/5/6/9/10/11/12 (Supplementary Fig. 3)^33^. *At*COI1-*At*JAZ7/8/13 pairs were excluded in all of the following assays because *At*JAZ7/8/13 lack the short conserved canonical degron sequence and thus cannot form the *At*COI1-**1**/**2**-*At*JAZ complex^34,35^. Instead of full-length *At*JAZ proteins, we used the fluorescein-labeled *At*JAZ degron short peptides (Fl-*At*JAZPs), including the ligand-interacting domain of full-length *At*JAZ proteins^33,36^. FA assay provided the binding affinity (*K*_d_) of each stereochemical isomer of **2** against *At*COI1-*At*JAZ pairs (Fig. 2a, and Supplementary Figs. 4 and 5). The results of the FA assay were summarized as an affinity’heatmap’ profile of 16 stereochemical isomers (Fig. 2a). Based on their affinity, stereochemical isomers were categorized into four groups; no affinity (**2a**, **2b**, **2g**, **2j**, **2k**, **2m**, **2n**, and **2o**), non-selective affinity (**2**, **2d, 2h**, **2i**, **2l**), moderately selective affinity (**2c**), and highly selective affinity (**2e**, **2f**) to some of the *At*COI1-*At*JAZ combinations (Fig. 2a and Supplementary Fig. 5). In vitro pull-down assays using Fl-*At*JAZP and GST-*At*COI1 protein confirmed the highly selective affinity of **2e** and **2f** (Supplementary Fig. 6). Surprisingly, **2e** has a selective affinity to the *At*COI1-*At*JAZ9 pair in FA and pull-down assays. Docking and subsequent in silico molecular dynamics (MD) simulations demonstrated that **2e**, as well as **2**, can be accommodated in the binding pocket of COI1-InsP_8_-JAZ9 complex (Supplementary Fig. 7). In this MD simulation, we used inositol octakisphosphate (InsP_8_) instead of inositol pentakisphosphate (InsP_5_) because previous reports showed that InsP_8_ also formed stable complex with COI1-**2**-JAZ instead of phosphates (PO_4_)^37,38^. In planta *At*JAZ9-selectivity of **2e** was tested by using a GUS reporter assay using *A. thaliana* reporter lines, *35S: JAZ1-GUS*, *35S: JAZ9-GUS*, *35S: JAZ10-GUS*, and *35S: JAZ12-GUS* (Fig. 2b and Supplementary Fig. 8). All JAZ-GUS fusion proteins were degraded in **2**-treated seedlings. In contrast, **2e** caused protein degradation in the *AtJAZ9-GUS* reporter line, whereas no degradation was observed in the *AtJAZ1-GUS* and *AtJAZ10-GUS* reporter lines. In addition, **2e**-treatment caused degradation of JAZ9-GFP protein in *35S: JAZ9-GFP*, but not of JAZ1-GFP protein in *35S: JAZ1-GFP* (Supplementary Fig. 9). These results confirmed that **2e**-treatment caused the selective ‘protein knock-out (degradation)’ of JAZ9 protein in *A. thaliana*.

**Fig. 2:**
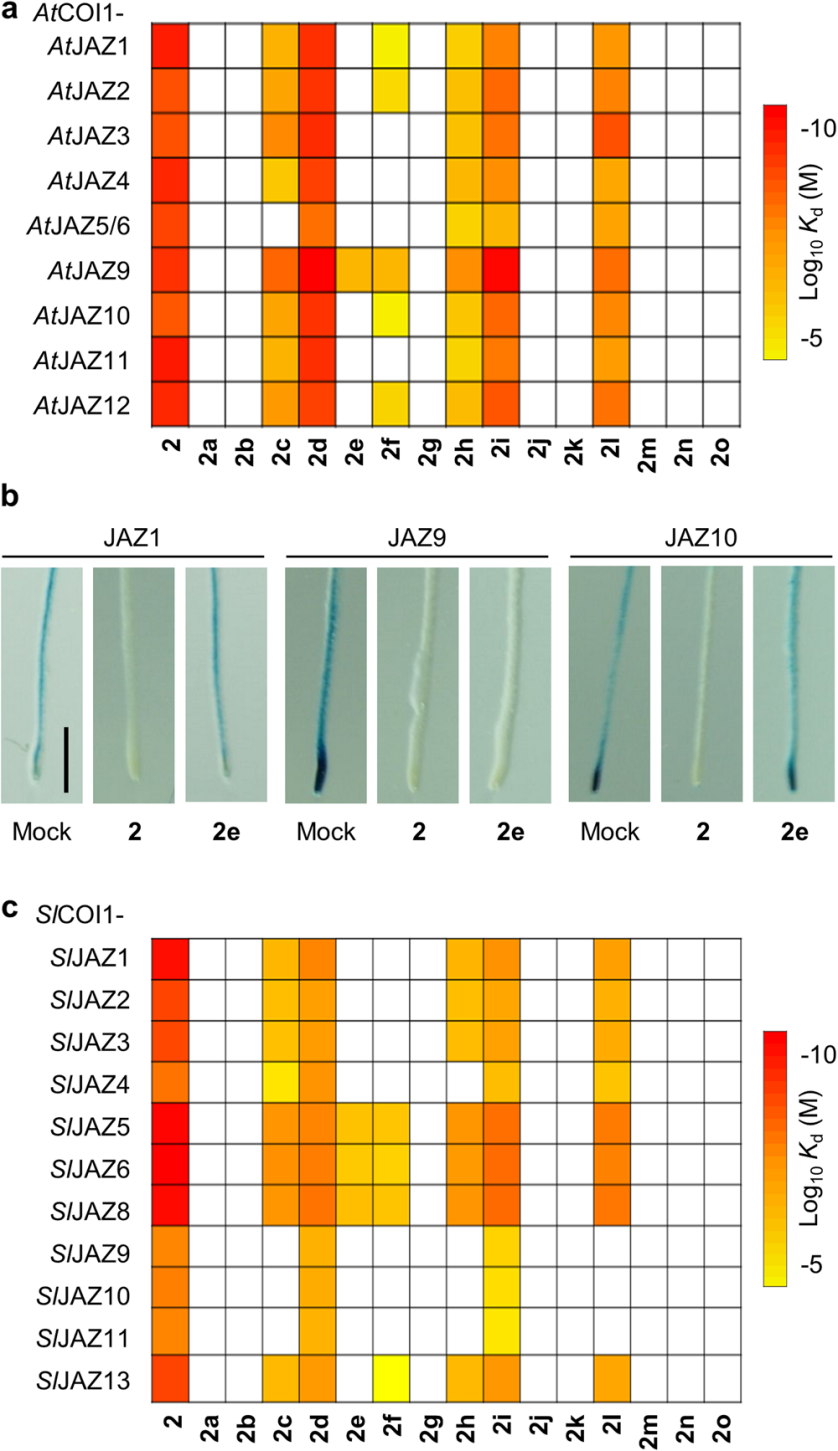
Affinity heatmaps of coronatine stereoisomers on COI1-JAZ co-receptors of *A. thaliana* and *S. lycopersicum*. **a** Heatmap analyses of *K*_d_ value of all stereoisomers for functional *At*COI1-*At*JAZ pairs. White means “+not determined” due to a low increase of FA (Supplementary Fig. 4). The color bar represents the *K*_d_ value of each stereoisomer. *K*_d_ value of each stereoisomer which increased FA value at 1 µM was calculated by dose-response. **b** Evaluation of GUS activity in the roots of 4-day-old *35S: JAZ1-GUS*, *35S-JAZ9-GUS*, and *35S: JAZ10-GUS* seedlings. Images of each seedling stained with 5-bromo-4-chloro-3-indolyl glucuronide were pretreated for 2 h with or without ligand (1 μM). Similar results were obtained in three independent experiments. Scale bar, 1 mm. **c** Heatmap analyses of *K*_d_ values of all stereoisomers for *Sl*COI1-*Sl*JAZ pairs. White means “not determined” due to a low increase of FA (Supplementary Fig. 10). The color bar represents the *K*_d_ value of each stereoisomer. *K*_d_ value of each stereoisomer which increased FA value at 1 µM was calculated by dose-response curves.

For *Sl*COI1-*Sl*JAZ pairs of *S. lycopersicum*, in vitro FA assay was also carried out for *Sl*COI1-*Sl*JAZ1-11/13 (Fig. 2c). Phylogenetic characterization and functional annotation of *SlJAZs* were reported previously (Supplementary Fig. 3)^32^. Based on this result, we reported the affinity between **1**/**2** and *Sl*COI1-*Sl*JAZ pairs using GST-*Sl*COI1 and fluorescein-labeled *Sl*JAZ degron short peptides (Fl-*Sl*JAZPs)^39^. According to this previous report, *Sl*JAZ12 was excluded in the FA assay because it does not have a conserved JAZ degron sequence^32^. The stereochemical library showed distinct selectivity against *Sl*COI1-*Sl*JAZ pairs (Fig. 2c and Supplementary Figs. 10 and 11), as with the case of *At*COI1-*At*JAZ pairs. Among them, remarkable selectivity was found for the stereochemical isomers **2e** and **2f**. **2e** has selectivity against *Sl*COI1-*Sl*JAZ5/6/8, and **2f** has selectivity against *Sl*COI1-*Sl*JAZ5/6/8/13. Unfortunately, we cannot examine the affinity of stereoisomers with the *Sl*COI1-*Sl*JAZ7P pair in the FA assay because the severe non-specific binding was observed in the absence of ligand. Interestingly, isomers **2e** and **2f** also showed selectivity against *At*COI1-*At*JAZ pairs (Fig. 2a).

Through these examinations, we found two stereochemical isomers, **2e** and **2f**, showing distinct selectivity for COI1-JAZ co-receptor pairs of two plant species. These results demonstrated that the stereochemical library of **2** is a promising chemical tool for discovering ligands with selective affinity for some subtypes of the genetically redundant COI-JAZ co-receptor family in higher plants.

### A stereochemical isomer induced defenses without growth inhibition through selective activation of jasmonate signaling in *A. thaliana*

To examine the power of stereochemical isomers to dissect the jasmonate signaling pathway, we focused on **2e**, with selective affinity to the *At*COI1-*At*JAZ9 pair (Fig. 2a). We explored the biological effect of **2e** and its mode of action on *A. thaliana*.

**2e** showed no growth inhibition on 4-week-old *A. thaliana*, whereas **2** caused severe growth inhibition (Fig. 3a, b, and Supplementary Fig. 12). In addition, no growth inhibition was observed on root by the addition of **2e** (Supplementary Fig. 13). However, **2e**, as well as **2**, moderately activated resistance response against the infection of fungal pathogen *Alternaria brassicicola* compared to the mock-treatment (Fig. 3c, d, and Supplementary Fig. 14)^36^. This **2e**-mediated defense trait was impaired in *jaz9-1*, in which other members of the JAZ family protein likely complemented the original function of JAZ9 protein in presence of non-selective ligand, and **2e** cannot cause their degradation (Fig. 3e and Supplementary Fig. 15) This result was in clear contrast to **2**, which caused a close defense trait in both Col-0 and *jaz9-1* (Fig. 3c–e and Supplementary Fig. 15). These effects of **2e** on *A. thaliana* strongly suggested that **2e** can induce a resistance response by activating the *At*JAZ9-mediated partial jasmonate signaling. Reverse transcription-qPCR (RT-qPCR) analyses demonstrated that **2e**-treatment in 4-week-old *A. thaliana* (without pathogen infection) caused the upregulation of defense-related genes, such as *ORA59, ERF1*, *PDF1.2*, and *HEL*, without affecting the expression of JA marker genes, such as *MYC2* and *VSP1/2* (Fig. 3f). In the downstream of JA signaling, *ORA59, ERF1*, *PDF1.2*, and *HEL* belong to ERF/ORA branch, and *MYC2* and *VSP1/2* belong to the MYC2-branch (Supplementary Fig. 16). Thus, **2e** selectively upregulated the ERF/ORA branch of JA-signaling without affecting MYC-branch. In addition, **2e**-mediated expression of *ORA59* and *PDF1.2* was impaired in *coi1-1*, which confirmed the COI1-dependent mode-of-action of **2e** (Supplementary Fig. 17).

**Fig. 3:**
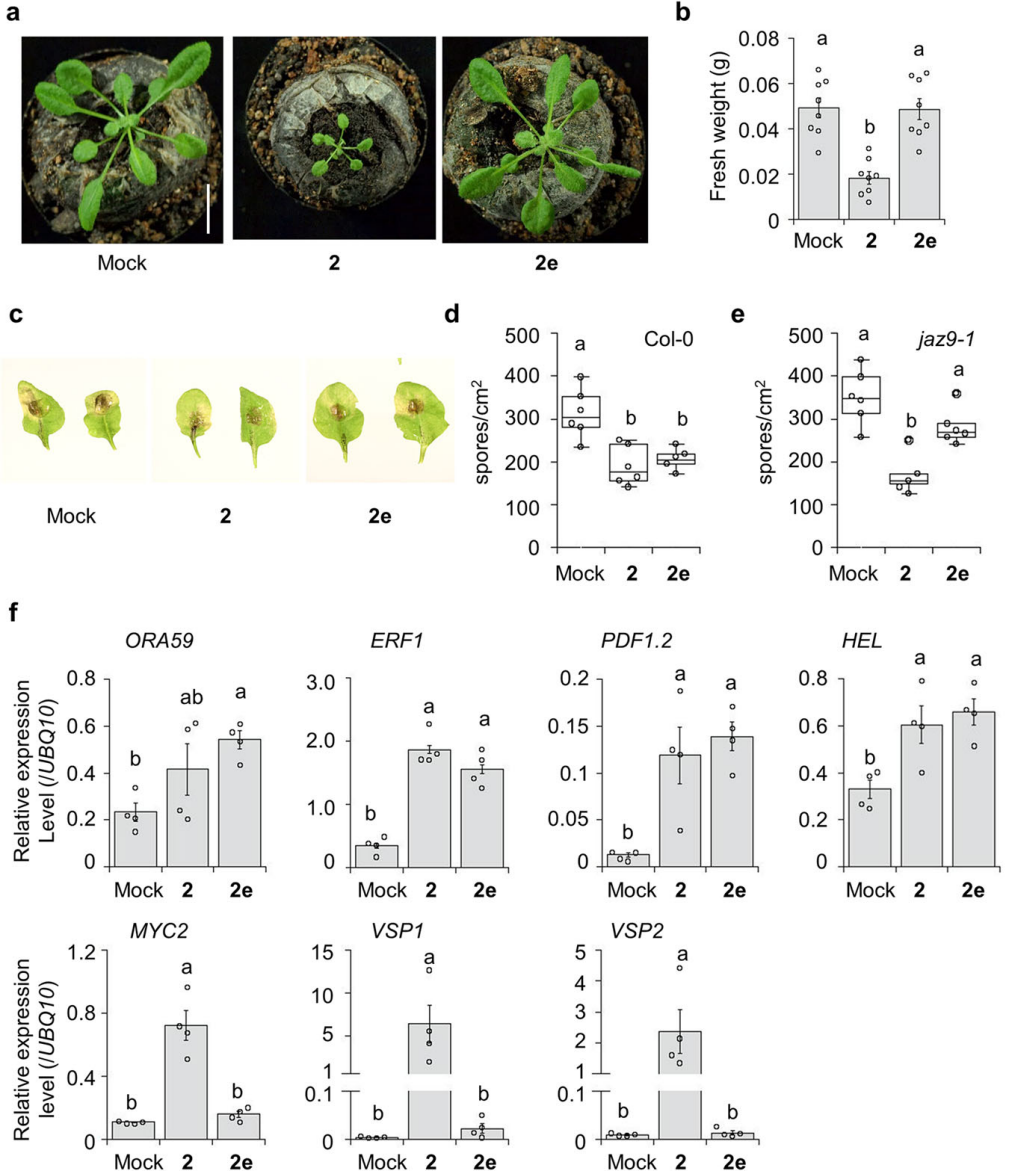
In planta analyses of stereoisomers in *Arabidopsis thaliana*. **a**, **b** Growth inhibition assay using ligand-treated 4-week-old *A. thaliana*. **a** Representative images of the **2**- (50 µM) and **2e**-treated (50 µM) plants. Similar results were obtained in three independent experiments (Supplementary Fig. 12). Scale bar: 1.0 cm. **b** Quantification of fresh weight of aerial part of the ligand-treated plants (*n* = 8). Significant differences were evaluated by one-way ANOVA/Tukey HSD post hoc test (*p* < 0.05). Values are mean ± SE. **c**–**e** Fungal infection assay using **c**, **d** 4-week-old Col-0 and **e** 4-week-old *jaz9-1*. Plants were treated with mock solution, **2** or **2e** (50 μM) and infected with *A. brassicicola* (*n* = 7). **c** Representative images of leaves infected with *A. brassicicola* are shown in (**d**) and (**e**). Quantification of fungal spores was undertaken 5 days after inoculation; the results are depicted using box plots; horizontal lines are medians, boxes show the interquartile range, and error bars show the entire data range. Significant differences were evaluated by one-way ANOVA/Tukey HSD post hoc test (*p* < 0.05). Experiments were repeated three times with similar results. Values are mean ± SE. **f** Gene expression analysis in 4-week-old *A. thaliana* with or without compound treatment (50 µM, *n* = 4) without pathogen inoculation. Each sample was flash-frozen after 8 h from definitive treatment. Similar results were obtained in three independent experiments. Significant differences were evaluated by one-way ANOVA/Tukey HSD post hoc test (*p* < 0.05). Values are mean ± SE.

### Chemical and genetic *At*JAZ9 knock-out showed distinct gene expression profiles

Previous reverse genetic studies demonstrated that *jaz9-1* has no significant phenotype regarding root-growth inhibition and defense response^10,11^. In contrast, our **2e**-induced protein knock-out of JAZ9 caused activation of the defense trait. 

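The libraries come from 6-day-old seedlings of Col-0 and of jaz9-1, a line with a T-DNA insertion in JAZ9. They were kept for 8 h with mock solution, 2 (coronatine), its stereoisomer 2e, or a compound that the labels call 12. Each of the 8 groups has 3 libraries of 5 to 8 seedlings, and a dose of 1 µM is given in the series text but in no label. Fold changes computed from the libraries of 12 match those that Supplementary Data 1 lists under NOPh, with a median absolute log2 difference of 1.6e-07 in Col-0. The authors trimmed the reads with Trimmomatic 0.39, aligned them with HISAT2 2.2.1 and counted them per gene on 1 strand with featureCounts 2.0.1. Col-0 libraries held a median of 10006456 counts with mock (range 8626237 to 18815382) and 24631488 with 2 (range 11680629 to 26580710). With 2e the median was 21536463 (range 14560697 to 24254398), and with 12 it was 16606795 (range 15641436 to 29404141). For jaz9-1 the medians were 10234382 with mock (range 6825267 to 12966329) and 8428715 with 2 (range 6226126 to 17458833). They were 13938420 with 2e (range 9898016 to 17295316) and 12543510 with 12 (range 7863782 to 18460188).
Of 27416 genes, 20109 passed the count filter and were tested. A quasi-likelihood F-test of edgeR 4.0.16 on all 24 libraries compared each compound with mock within a genotype, the mock-treated genotypes with each other, and 2e with 2 and with 12. It also tested whether the log2 fold change of a compound differed between the genotypes. A gene below a false discovery rate (FDR) of 0.1 counts as higher or lower, and as upregulated or downregulated if it also changed at least 2.5-fold. Adjusted p-values are FDR values over all tested genes unless a sentence says otherwise. They measure the spread between the 3 libraries of a group, which the legend of Fig. 4 calls independent replicates.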

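Reads on JAZ9, the repressor gene that carries the insertion, were fewer in jaz9-1 than in Col-0 wherever a jasmonate-type compound had been given. JAZ9 is itself induced by jasmonate signalling, so its transcript is low without a compound. With 2, JAZ9 reached 179.6 ± 9.59 CPM (counts scaled to library size, mean ± SD, n = 3) in Col-0 and 43.7 ± 7.58 in jaz9-1, which is 24.3% of the Col-0 level. With 2e the levels were 21.9 ± 4.62 and 6.13 ± 1.20 CPM, and with 12 they were 17.5 ± 2.66 and 6.45 ± 1.08 CPM. In each of these treatments all 3 libraries of jaz9-1 lay below all 3 of Col-0. Under mock the levels were 4.24 ± 1.07 CPM in Col-0 and 2.69 ± 0.80 CPM in jaz9-1, and replicate 1 of jaz9-1 (3.62 CPM) lay above replicate 3 of Col-0 (3.01 CPM). JAZ9 still rose in jaz9-1 with 2, by a log2 fold change of 4.06 (SE 0.22, adjusted p = 6.2e-16, edgeR). That rise was smaller than in Col-0 by 1.40 (SE 0.32, adjusted p = 0.046, same test). The adjusted p was 0.140 without Col-0 mock replicate 3 and 0.187 without jaz9-1 mock replicate 1. The counts cover the whole gene and do not separate the parts on either side of the insertion.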

To examine the distinct difference between chemically induced protein degradation or loss-of-function of JAZ9 by **2e** and genetic knock-out in *jaz9-1*, RNA sequencing (RNAseq) analyses were carried out for a comprehensive comparison of gene expression profiles between 6-day-old seedlings of WT (Col-0) treated by **2**/**2e** and *jaz9* mutant (*jaz9-1*) treated by mock (Supplementary Data 1).

To analyze the entire gene expression profiles, we performed principal component analysis, Venn diagram analyses, and heatmap analyses of upregulated genes with >2.5-fold changes (Fig. 4a–c). 

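Mock-treated jaz9-1 and Col-0 differed in genes of anthocyanin synthesis, of the circadian clock and of light harvesting, and in few genes of the jasmonate pathway. TT19, a transferase needed to store anthocyanins, and MYB75, the activator of the pathway, were higher in jaz9-1. CCA1, a clock gene that peaks in the morning, was lower, and TOC1, which peaks in the evening, was higher. The jasmonate repressors of the JAZ family were mostly unchanged.
Of 14 anthocyanin genes, 6 were higher in jaz9-1 (9 adjusted over the list alone), and the list had adjusted p = 0.131 with an estimated correlation. TT19 was higher by a log2 fold change of 3.06 (SE 0.40, adjusted p = 2.6e-05, edgeR) and MYB75 by 2.73 (SE 0.59, adjusted p = 0.0099). DFR, the reductase that turns dihydroflavonols towards anthocyanin, was higher by 2.60, and the repressor MYBL2 was lower, at -1.21 (SE 0.19). Among 13 clock genes, 3 were higher and 3 lower (5 and 3 adjusted over the list alone). CCA1 stood at -2.30 (SE 0.30, adjusted p = 2.6e-05 from the same test) and TOC1 at 0.95 (SE 0.16). Of 18 light-harvesting and RuBisCO genes, 6 were lower (9 adjusted over the list alone), with adjusted p = 0.434 with an estimated correlation. LHCB2.1, an antenna protein of photosystem II, stood at -1.15 (SE 0.14). Of 14 jasmonate biosynthesis genes 1 was lower, the lipoxygenase LOX2 at -0.59 (SE 0.13), and 1 other was higher adjusted over the list alone. Of 12 JAZ genes 1 was lower, JAZ6 at -0.36 (SE 0.11, adjusted p = 0.089). That call was lost without Col-0 mock replicate 2 or 3 (adjusted p = 0.307 and 0.159) and without jaz9-1 mock replicate 1 or 3 (0.212 and 0.380). Of 11 ERF/ORA genes 2 were lower, the transcription factor ERF15 at -0.87 (SE 0.20) and the pathogenesis-related gene HEL at -0.87 (SE 0.21), for which adjusted p = 0.170 without jaz9-1 mock replicate 3. Of 13 aliphatic glucosinolate genes, 4 were higher (6 higher and 1 lower adjusted over the list alone), with adjusted p = 0.303 with an estimated correlation. Among them CYP79F1, which starts their synthesis from methionine, was higher by 1.36 (SE 0.10). The gene MRD1 was lower in each of the 12 jaz9-1 libraries, at 0.190 to 3.00 CPM against 35.0 to 51.1 CPM in Col-0. CASP2, a marker of the root endodermis, was higher by 1.45 (SE 0.30), alone among 9 such markers (4 adjusted over the list alone, adjusted p = 0.303 with an estimated correlation).
In all, 509 genes differed, 240 higher and 269 lower, of which 35 were upregulated and 43 downregulated. At an unadjusted p < 0.05 there were 2630, where 1005 are expected by chance. Without replicate 3 of mock-treated jaz9-1, 26 genes were downregulated. Principal components were taken of 963 genes chosen because they changed between these groups. Over all components, the distance between the centres was 1.41 times the mean distance within groups, and over all 20109 tested genes 1.15 times. Even where groups of 3 libraries do not differ, their centres lie about as far apart as libraries lie from their own centre. Both ratios are to be read against that level.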

In principal component analysis, no significant difference was observed between gene expression profiles of the mock-treated *jaz9-1* and the mock-treated Col-0 (Fig. 4a), suggesting that in the *jaz9-1* mutant, most functions of *JAZ9* as a transcriptional repressor would be complemented by other partially redundant members of the *JAZ* family. In contrast, a clear difference was found between the gene expression profiles of **2e**-treated Col-0 and mock-treated *jaz9-1* (Fig. 4a). This result showed a distinct difference in gene expression profiles between genetic knock-out and chemically induced protein degradation (or loss-of-function).

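Col-0 with 2e carried more transcript of the jasmonate and ERF/ORA genes than mock-treated jaz9-1, and the clock and light-harvesting genes differed as well. The defensin gene PDF1.3, its regulator ORA59 and AACT1, an agmatine acyltransferase of defense, were far higher in Col-0 with 2e. JAZ repressors and jasmonate biosynthesis genes were higher too.
Of 11 ERF/ORA genes, 9 were higher (10 adjusted over the list alone). PDF1.3 was higher by a log2 fold change of 6.27 (SE 0.46, adjusted p = 1.2e-11, edgeR), AACT1 by 4.66 (SE 0.38) and ORA59 by 2.77 (SE 0.30, adjusted p = 8.1e-08, same test). Of 12 JAZ genes 10 were higher, with JAZ1 at 1.64 (SE 0.10) and JAZ9 at 3.09 (SE 0.22). Of 14 jasmonate biosynthesis genes 9 were higher (10 adjusted over the list alone), with AOC2, an allene oxide cyclase, at 1.82 (SE 0.11). Clock genes divided into 3 higher and 3 lower of 13 (3 and 4 adjusted over the list alone), with CCA1 at 2.12 (SE 0.29). Light-harvesting genes were higher in 5 of 18 (7 higher and 2 lower adjusted over the list alone), with adjusted p = 0.497 with an estimated correlation. MRD1, low in all jaz9-1 libraries, stood at 5.10 (SE 0.35).
In total 1286 genes differed, 821 higher and 465 lower in Col-0 with 2e, of which 182 were upregulated and 21 downregulated. With distances over all principal components of genes chosen on these groups, the centres lay 2.21 times the mean distance within groups apart. The ratio was 2.44 for 2e and mock in Col-0 and 8.05 for 2 and mock in Col-0. Components 1 and 2 alone set the groups further apart for their spread. Component 1 ran from -10.4 to -3.65 in Col-0 with 2e and from -29.6 to -25.6 in mock-treated jaz9-1. Component 2 ran from -18.8 to -15.7 and from 3.78 to 12.7. Component 1 held 81.0% of the variance. Over all 20109 tested genes the ratio was 1.34, against 1.25 for 2e and mock in Col-0.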

**Fig. 4:**
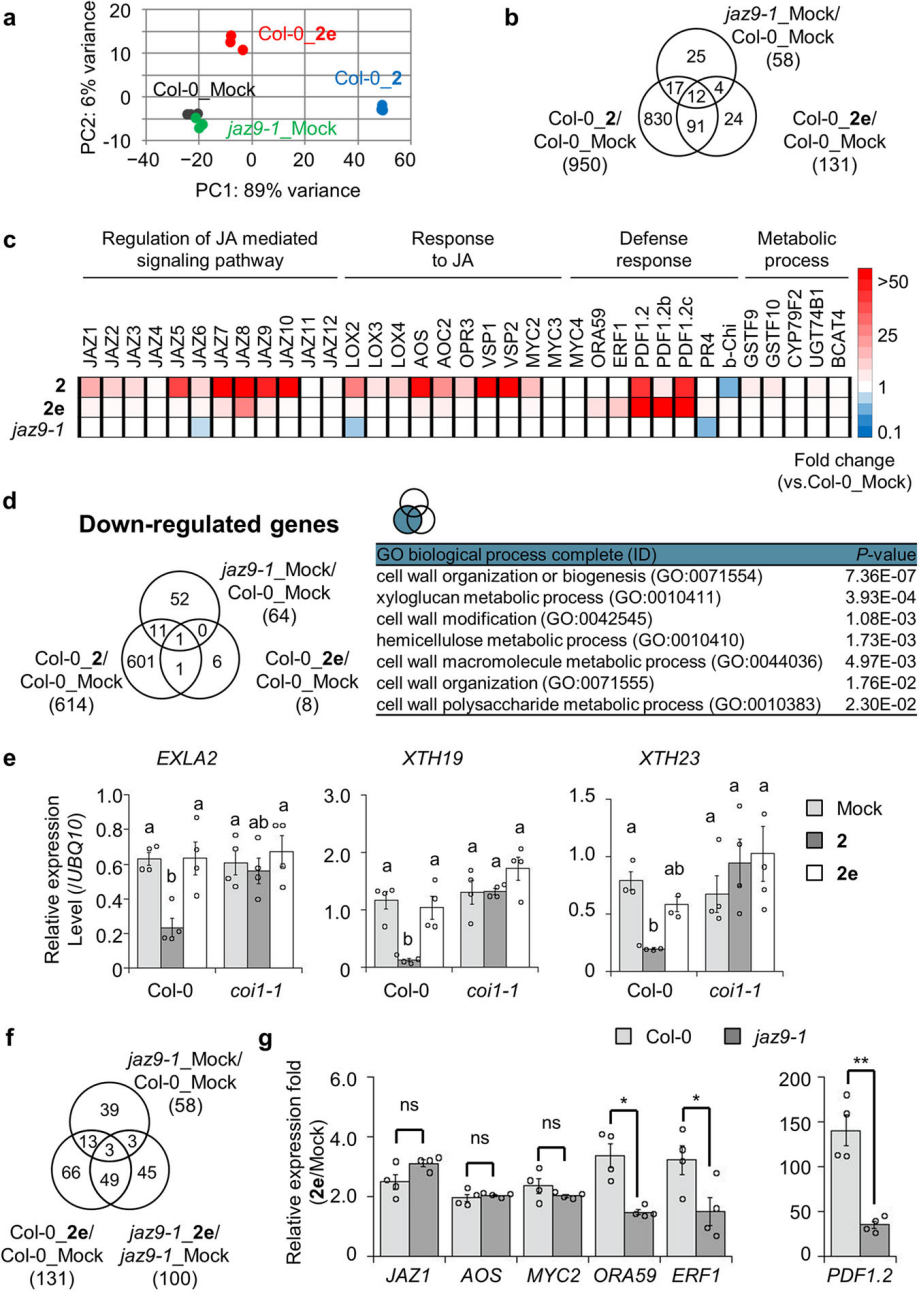
Gene expression analyses of 2- and 2e-treated Col-0 and jaz9-1 seedlings. **a** Principal component analysis of upregulated genes in each compound-treated 6-day-old *Arabidopsis* seedlings by RNAseq analyses (fold change >2.5, FDR < 0.1). Black, blue, red, and green dots showed three independent replicates of each treatment. **b** Venn diagram (FDR < 0.1) indicates the number of upregulated genes at least 2.5-fold change in response to different treatments. **c** Heatmap illustrating changes in gene expression of jasmonate response to different treatments (FDR < 0.1). Each GO ID is as follows: Regulation of JA mediated signaling pathway: 2000022, Response to JA: 0009753, Defense response: 0006952, Metabolic process: 0008152. **d** Venn diagram (FDR < 0.1) indicating the number of downregulated genes at least 2.5-fold change in response to different treatments and GO enrichment analysis. **e** Gene expression analyses of cell wall organization-related genes by RT-qPCR in Col-0 and *coi1-1* seedlings (*n* = 4) with or without compound treatment (1 µM) for 8 h. Similar results were obtained in three independent experiments. Significant differences were evaluated by one-way ANOVA/Tukey HSD post hoc test (*p* < 0.05). Values are mean ± SE. **f** Venn diagram (FDR < 0.1) indicating the number of upregulated genes at least 2.5-fold change in response to different treatments in Col-0 and *jaz9-1*. **g** RT-qPCR analyses in Col-0 and *jaz9-1* seedling (*n* = 4) with or without compound treatment (1 µM). Each relative expression fold was calculated using an average expression level in Mock- or **2e**-treated Col-0 or *jaz9-1* seedlings. Similar results were obtained in three independent experiments. Significant differences were evaluated by Student’s t-test (**p < 0.01, *p < 0.05; ns, not significant). Values are mean ± SE.

We further examined the unique gene expression caused by **2e**. 

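In Col-0, 2 raised nearly every measured gene of jasmonate synthesis, repression and breakdown, and 2e raised a part of these genes by less. AOS and LOX2, enzymes that make jasmonate, and JAZ1, a repressor that ends the signal, responded to both compounds. VSP1, a storage protein used as a jasmonate marker, and NATA1, an acetyltransferase that makes a defensive ornithine derivative, answered 2 alone at the thresholds used.
Of 12 JAZ genes, 11 rose with 2 and 9 with 2e (11 and 10 adjusted over the list alone). Of 14 jasmonate biosynthesis genes, 13 rose with 2 and 9 with 2e (13 and 10 adjusted over the list alone), and of 7 turnover genes, 7 and 4 did (7 and 5 adjusted over the list alone). JAZ1 rose by a log2 fold change of 4.05 (SE 0.11, adjusted p = 1.7e-24, edgeR) with 2 and by 1.72 (SE 0.10, adjusted p = 6.1e-14) with 2e. For AOS the values were 5.59 (SE 0.14) and 2.14 (SE 0.12), and for LOX2 they were 4.67 (SE 0.14) and 1.36 (SE 0.13). VSP1 rose by 6.99 (SE 0.20) with 2, while with 2e it stood at 0.20 (adjusted p = 0.85 from the same test, 95% interval -0.14 to 0.54). NATA1 rose by 7.65 with 2 and stood at 0.37 with 2e (95% interval 0.01 to 0.73). Tested directly, the difference of 2e from 2 was -3.45 for AOS, -2.34 for JAZ1 and -7.28 for NATA1. Among 12 JAZ genes 10 were lower with 2e than with 2, and 12 of 14 biosynthesis genes were.
With 2, 4650 genes changed, 2392 higher and 2258 lower, and 921 were upregulated. With 2e, 553 genes changed, 484 higher and 69 lower, and 122 were upregulated. The lists share 98 upregulated genes, where 5.59 would be shared if they were independent. The comparisons use the same 3 mock libraries, and part of the excess may come from the shared controls. Simulated sets without any response shared 0 genes in each of 20 runs. Their lists held 0 upregulated genes for either compound, so they do not show what the shared controls contribute. A comparison without shared libraries took the 986 genes that 2 upregulated in jaz9-1, with a median log2 fold change of 2.42. With 2e in Col-0 their median was 0.58, and 312 of them were higher and 0 lower by edgeR. Of the 122 genes upregulated by 2e, 72 were lower and 26 higher with 2e than with 2, with a median difference of -1.40.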

Detailed analyses of the gene expression profiles shown in the Venn diagram and heatmap also showed that **2e** caused a part of **2**-mediated gene expression: **2** upregulated expressions of 950 genes, of which **2e** upregulated 103 genes (Fig. 4b). 

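Among the genes that 2 and 2e upregulated together, most were not upregulated in mock-treated jaz9-1. CLH1, a chlorophyllase induced by jasmonate, DIN11, an oxygenase gene induced in the dark, and NAC3, a transcription factor of stress responses, are examples. The genes upregulated in mock-treated jaz9-1 as well include the anthocyanin genes TT19, MYB75 and DFR and the sugar transporter gene SWEET12.
Of the 98 genes, 92 were not upregulated in mock-treated jaz9-1 and 6 were. Mock-treated jaz9-1 had 35 upregulated genes among 20109, so most genes of any list would lie outside them. It shared 8 with all genes upregulated by 2e in Col-0, where independent lists would share 0.212. Both comparisons use the same mock libraries of Col-0. CLH1 rose by a log2 fold change of 2.85 (SE 0.16, adjusted p = 4.4e-14, edgeR) with 2e and stood at 0.14 (95% interval -0.19 to 0.48) in mock-treated jaz9-1. DIN11 rose by 3.84 (SE 0.25) against 0.09 (95% interval -0.50 to 0.68). NAC3 rose by 3.11 (SE 0.34) against 0.70 (95% interval -0.17 to 1.58). In the direct comparison of Col-0 with 2e and mock-treated jaz9-1, CLH1 was higher by 2.71, DIN11 by 3.75 and NAC3 by 2.41 (adjusted p at most 4.7e-06, edgeR).
The genes of Supplementary Fig. 18 were chosen by the study on these samples, so they are not independent evidence. Of 90 of them found here by name, 90 were upregulated by 2 and 86 by 2e. In mock-treated jaz9-1, 3 of the 90 were higher and 3 lower (14 and 4 adjusted over the list alone). Compared directly, 72 of the 90 were higher in Col-0 with 2e than in mock-treated jaz9-1 and 0 were lower (83 and 0 adjusted over the list alone).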

A significant difference was observed between the results of **2e**-induced chemical degradation (or knock-out) and genetic knock-out of *JAZ9*: 91 of 103 gene upregulations caused by **2e** were not observed in *jaz9-1* (Fig. 4b and Supplementary Fig. 18 as a list of 91 genes). 

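In Col-0, 2e raised the ERF/ORA branch of defense, and several of its genes rose further with 2e than with 2. PDF1.3 and PDF1.2 encode antifungal defensins, ORA59 encodes the transcription factor above them, and AACT1 makes hydroxycinnamic acid amides against fungi. The MYC branch, which holds wound and insect defense genes such as VSP2, rose mainly with 2. Genes of glucosinolates, sulfur-containing defense compounds, rose with both compounds.
Of 11 ERF/ORA genes, 9 rose with 2e (10 adjusted over the list alone), with a median log2 fold change of 3.37. With 2, 5 rose and 1 fell (6 and 1 adjusted over the list alone), and the list had adjusted p = 0.212 with an estimated correlation. PDF1.3 rose by 6.36 (SE 0.45, adjusted p = 7.2e-12, edgeR) with 2e and by 2.74 (SE 0.48) with 2. ORA59 rose by 2.83 (SE 0.30, adjusted p = 4.3e-08) with 2e and stood at 0.62 (SE 0.30, adjusted p = 0.16, or 0.046 without Col-0 2 replicate 1) with 2. AACT1 rose by 4.48 (SE 0.36) with 2e and stood at -0.54 (SE 0.41) with 2. HEL rose by 1.48 (SE 0.21) with 2e and stood at 0.22 (SE 0.20) with 2. Tested directly, 6 of the 11 genes were higher with 2e than with 2, by 5.03 for AACT1, 3.61 for PDF1.3 and 2.21 for ORA59. PDF1.2 rose with both compounds, and the difference was 0.44 (SE 0.38, 95% interval -0.33 to 1.21). ERF1, a transcription factor of the same branch with few reads, stood at 3.37 (SE 1.07, adjusted p = 0.12 from the same test) with 2e. Without Col-0 mock replicate 3 it stood at 5.32 (adjusted p = 0.0998). Across 17 other settings it stood at 1.44 to 5.32 and passed the FDR threshold in 8.
In the MYC branch, 12 of 13 genes rose with 2 and 6 with 2e (12 and 8 adjusted over the list alone). MYC2, its main transcription factor, rose by 3.75 (SE 0.13) with 2 and by 1.39 (SE 0.13) with 2e. VSP2 rose by 7.00 (SE 0.24) with 2, stood at 0.24 (SE 0.21) with 2e, and was lower by 6.76 with 2e than with 2. All 12 responding genes of this branch were lower with 2e than with 2.
Of 13 aliphatic glucosinolate genes, 11 rose with 2e (12 adjusted over the list alone), and with 2, 9 rose and 2 fell (10 and 2 adjusted over the list alone). CYP79F1 rose by 1.43 (SE 0.10) with 2e and was higher than with 2 by 1.20 (SE 0.10), while GSTF9, a transferase of glucosinolate synthesis, rose by 0.67 with 2e and by 2.24 with 2. Of 12 indolic glucosinolate genes, 8 rose with 2e, and with 2, 9 rose and 2 fell. CYP79B2, which turns tryptophan into the oxime they share, rose by 1.14 (SE 0.13) and 3.65 (SE 0.14). Anthocyanin genes rose in 12 of 14 with 2 and in 3 with 2e (5 adjusted over the list alone), the latter with adjusted p = 0.174 with an estimated correlation. Of 16 ethylene synthesis and signalling genes, 2 rose and 7 fell with 2 (2 and 10 adjusted over the list alone). With 2e edgeR called 0 (1 higher adjusted over the list alone, 2 at an unadjusted p < 0.05, and 1 by DESeq2).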

Heatmap analysis (Fig. 4c) showed that **2** upregulated major JA signaling-related genes, such as *JAZ*, JA-responsive genes, defense-related genes, and metabolism-related genes, whereas **2e** primarily upregulated expressions of ethylene-mediated defense-related genes (see also Supplementary Figs. 19 and 20).

To our surprise, a remarkable difference in expression profiles was observed in downregulated genes: **2e** caused downregulation of gene expression only for eight genes, whereas **2** caused downregulation for 614 genes (Fig. 4d and Supplementary Fig. 19). 

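Many transcripts fell with 2 in Col-0, and few fell with 2e. CYP707A2, an enzyme that breaks down abscisic acid, and XTH33, which remodels xyloglucan in cell walls, fell with 2. The genes downregulated by 2e are CRA1, a seed storage protein, and CSLB06, a cellulose synthase-like protein, named here after their values had been seen.
With 2, 561 genes were downregulated, among them CYP707A2 at -4.76 (SE 0.60, adjusted p = 1.3e-07, edgeR) and XTH33 at -3.80 (SE 0.48). With 2e they stood at -1.16 (95% interval -2.11 to -0.22) and -0.73 (95% interval -1.54 to 0.09), higher than with 2 by 3.60 and 3.08. With 2e, 2 genes were downregulated. CRA1 fell by 8.14 (SE 1.82, adjusted p = 0.00701) and CSLB06 fell by 3.78 (SE 1.12, adjusted p = 0.0815, same test). CRA1 had 14, 294 and 0 counts in the mock libraries of Col-0 and 0, 0 and 2 with 2e, so its fall rests mostly on replicate 2 of mock. CSLB06 had 29, 19 and 9 counts with mock and 0, 5 and 3 with 2e. The call of CRA1 was lost without that library (adjusted p = 0.546). The call of CSLB06 was lost without Col-0 mock replicate 1 or 2 (adjusted p = 0.313 and 0.173) and without replicate 1, 2 or 3 of 2e (0.288, 0.156 and 0.228). DESeq2 gives 8 downregulated genes, and leaving out Col-0 mock replicate 1 or 3 gives 5 or 6.
CRA1 is the 1 gene downregulated by both compounds, where independent lists would share 0.0558, and the mock libraries are shared. Without shared libraries, the 640 genes that 2 downregulated in jaz9-1 had a median log2 fold change of -2.08. With 2e in Col-0 their median was -0.19, with 19 lower, 2 higher and 423 of the values negative. The slope of the 2e response on the response to 2 was 0.0456 over these genes. It was -0.0148 without Col-0 mock replicate 3. Over the 986 genes that 2 upregulated in jaz9-1, the slope was 0.200.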

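Most expansin and xyloglucan endotransglucosylase genes fell with 2 in Col-0, and few passed the test with 2e. Expansins loosen the wall, xyloglucan endotransglucosylases cut and rejoin its xyloglucan, and cellulose synthases make its fibres. EXLA2, an expansin-like gene, and XTH19 and XTH23 fell with 2, whereas the expansin gene EXPA10 rose.
Of 13 expansin genes, 7 fell and 1 rose with 2. EXLA2 fell by a log2 fold change of 1.77 (SE 0.22, adjusted p = 1.2e-07, edgeR), EXPA11 fell by 2.62 (SE 0.28), and EXPA10 rose by 1.95 (SE 0.14). With 2e edgeR called 0 expansins (3 lower adjusted over the list alone, 3 lower at an unadjusted p < 0.05, and 0 by DESeq2). Of 21 xyloglucan endotransglucosylase genes, 14 fell and 2 rose with 2, and 2 fell with 2e. XTH19 fell by 2.80 (SE 0.29) and XTH23 fell by 1.67 (SE 0.25, adjusted p = 2.8e-06) with 2. With 2e, XTH31 fell by 0.44 (SE 0.11, adjusted p = 0.020, same test) and XTH4 fell by 0.38 (SE 0.11), against falls by 2.20 and by 2.14 with 2. The call of XTH31 with 2e was lost without replicate 3 of mock or of 2e (adjusted p = 0.117 and 0.139). That of XTH4 was lost without replicate 1, 2 or 3 of mock (0.172, 0.127 and 0.129) and without replicate 1 of 2e (0.416). Of 8 cellulose synthase genes, 3 fell with 2 (7 adjusted over the list alone) and 1 with 2e (5 adjusted over the list alone). The latter is CESA6, at -0.37 (adjusted p = 0.098), and its call was lost without replicate 1, 2 or 3 of mock (0.114, 0.339 and 0.234) and of 2e (0.197, 0.174 and 0.348). CESA3, a catalytic subunit of primary walls, stood at -0.58 (SE 0.09) with 2 and at -0.25 (SE 0.09) with 2e.
EXLA2 stood at -0.55 (adjusted p = 0.27, 95% interval -0.98 to -0.13) with 2e, XTH19 at -0.47 (SE 0.26) and XTH23 at -0.43 (95% interval -0.90 to 0.05). Compared directly, they were higher with 2e than with 2 by 1.22 (SE 0.22, adjusted p = 7.5e-05), 2.33 (SE 0.28) and 1.24 (SE 0.24, adjusted p = 2.6e-04) by edgeR. The same held for 13 of the 21 xyloglucan endotransglucosylases, with 1 lower, and for 5 of the 13 expansins, with 1 lower (14 and 1, and 7 and 1, adjusted over the list alone).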

GO analysis of **2**-repressed genes showed that GO terms related to cell wall organization/biogenesis were significantly repressed (Fig. 4d). RT-qPCR analyses showed that **2** repressed the gene expression of cell wall organization/biogenesis-related genes such as *EXLA2*, *XTH19*, and *XTH23*, which were previously reported as essential genes for plant root growth^40,41^, in a *COI1*-dependent manner, but **2e** did not affect their expression (Fig. 4e). The reason why **2e** did not cause growth inhibition could be explained by the lack of gene downregulation of these cell-wall-related genes.

### A stereoisomer caused *At*JAZ9-dependent gene expressions

The fact that mode of action of **2e** is dependent mainly on JAZ9 was confirmed by a comparison of RNAseq data on **2e**-treated Col-0 and **2e**-treated *jaz9-1* (Fig. 4f). In *jaz9-1*, **2e** activated the expression of 100 genes, and 52 of 100 genes were upregulated in **2e**-treated Col-0, of which three were upregulated in mock-treated *jaz9-1* (Fig. 4f). Thus, expressions of 49 genes (Supplementary Fig. 20a as a list of 49 genes) appear to be induced independently of *JAZ9* in the **2e**-treated *jaz9-1*. 

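In jaz9-1, 2e still raised genes of jasmonate synthesis, JAZ repressors and glucosinolate genes. AOC2, an enzyme that makes jasmonate, and CLH1 rose about as far as in Col-0. LOX2, another enzyme of its synthesis, rose by 0.47 more in log2 than in Col-0, a difference that was not called. Anthocyanin genes rose too. The genes upregulated in all 3 comparisons are TT19, MYB75 and DFR.
LOX2 rose by a log2 fold change of 1.83 (SE 0.13, adjusted p = 9.6e-12, edgeR) in jaz9-1, AOC2 by 1.99 (SE 0.11) and CLH1 by 2.59 (SE 0.16). Of 12 JAZ genes 6 rose (10 adjusted over the list alone), and of 14 jasmonate biosynthesis genes 9 did (10 adjusted over the list alone). In the turnover list 5 of 7 genes rose, and in the MYC branch 6 of 13 did (6 of 7, and 7 of 13 with 2 lower, adjusted over the list alone). Glucosinolate genes rose in 12 of 13 for the aliphatic and in 8 of 12 for the indolic list (12 and 9 adjusted over the list alone). Of 14 anthocyanin genes, 7 rose (10 adjusted over the list alone), with MYB75 at 2.55 (SE 0.41, adjusted p = 1.3e-04, same test) and TT19 at 1.46 (SE 0.30).
In jaz9-1, 397 genes changed with 2e, 348 higher and 49 lower, of which 80 were upregulated. Of these, 47 were upregulated in Col-0 as well, where independent lists would share 0.485, and 44 of the 47 were not upregulated in mock-treated jaz9-1. In simulated data in which both genotypes respond equally, 64 to 77 genes were shared. Of the 122 genes upregulated in Col-0, 70 were higher in jaz9-1 with 2e and 115 had a positive value, with medians of 1.90 in Col-0 and 1.28 in jaz9-1. The 47 shared genes had medians of 2.02 and 1.92. Of the 75 genes not upregulated in jaz9-1, 23 were higher there and 68 had a positive value, with medians of 1.72 and 0.82. The 122 genes were chosen by their change in Col-0 and the 75 also by missing the thresholds in jaz9-1. Lower medians in jaz9-1 are therefore expected in part from the choice alone. For 114 genes chosen by their mean response over both genotypes, the medians were 2.00 in Col-0 and 1.86 in jaz9-1.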

The 49 genes include JA-marker genes such as *JAZ1*, *MYC2*, and *AOS*, and defense-related genes belonging to the ERF/ORA branch, such as *ORA59*, *ERF1*, *PDF1.3*, and *PDF1.2* (Supplementary Fig. 21a). However, the RT-qPCR analysis showed that the expression levels of most of the 49 genes found in **2e**-treated *jaz9-1* were not statistically significant compared to those in **2e**-treated Col-0, while the expression levels of ERF/ORA-genes which are upregulated by **2e** in Col-0 were significantly suppressed in **2e**-treated *jaz9-1* (Fig. 4g and Supplementary Fig. 21b). These results showed that **2e** upregulated the expression of defense-related genes in a mostly *JAZ9*-dependent manner. This result agrees with the result in Fig. 3e, in which **2e** caused no remarkable resistance response against the pathogen in the *jaz9-1* mutant (Fig. 3e and Supplementary Fig. 15). 

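The jasmonate markers JAZ1, MYC2 and AOS rose in jaz9-1 with 2e, and so did ORA59, the regulator of the ERF/ORA branch. The defensin gene PDF1.3 passed the threshold narrowly, and PDF1.2 and ERF1 did not pass it.
JAZ1 rose by a log2 fold change of 1.88 (SE 0.10, adjusted p = 1.5e-14, edgeR), MYC2 by 1.42 (SE 0.13, adjusted p = 2.3e-09) and AOS by 2.07 (SE 0.12, adjusted p = 6.2e-14). ORA59 rose by 1.40 (SE 0.30, adjusted p = 0.0061) from 7.93 to 21.4 CPM. PDF1.3 rose by 1.86 (SE 0.54, adjusted p = 0.092), to 2.16 ± 0.42 CPM (SD, n = 3). PDF1.2 stood at 1.92 (SE 0.65, adjusted p = 0.20, 95% interval 0.59 to 3.24). ERF1 stood at 0.55 (SE 1.03, adjusted p = 0.93, 95% interval -1.55 to 2.65), and at -1.07 without jaz9-1 2e replicate 2, all by the same test.
Of 11 ERF/ORA genes, 4 rose in jaz9-1 (7 adjusted over the list alone), with a median of 1.08. PDF1.3 lost its call when any 1 library of its comparison was left out. Its adjusted p was 0.233, 0.344 and 0.144 without replicate 1, 2 and 3 of mock-treated jaz9-1, and 0.139, 0.112 and 0.302 without replicate 1, 2 and 3 of jaz9-1 with 2e. The PDF1 genes are close paralogs whose reads may be shared.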

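Genes of the ERF/ORA branch responded less to 2e in jaz9-1 than in Col-0, while the JAZ repressors and jasmonate biosynthesis genes differed less between the genotypes. PDF1.3, PDF1.2 and AACT1, which act against fungi, are among the branch's genes that differ. AOS, AOC2 and JAZ1 show no difference that the test could detect. Other JAZ and biosynthesis genes lay further apart, JAZ5 with a larger and OPCL1 with a smaller response in jaz9-1.
In the test of the genotype difference in the response to 2e, PDF1.3 stood at -4.49 (SE 0.84), PDF1.2 at -3.93 (SE 0.98), AACT1 at -2.52 (SE 0.54) and ORA59 at -1.43 (SE 0.42). Their adjusted p-values over all genes were 0.10, 0.46, 0.15 and 0.74 (edgeR). PDF1.2b stood at -4.37 (SE 1.15) and PDF1.2c at -4.41 (SE 1.50). Adjusted over the list alone, 6 of 11 ERF/ORA genes had a smaller response in jaz9-1, and over all genes 0 did (2 by DESeq2, 6 at an unadjusted p < 0.05). The 6 are ORA59, AACT1, PDF1.2, PDF1.2b, PDF1.2c and PDF1.3. Reads of the PDF1 paralogs may be shared, so these members may not be separate signals. As a list the branch had a median difference of -2.52 and adjusted p = 9.8e-13 by camera with a preset correlation, 0.00977 with an estimated correlation and 0.00516 by fry. The lists were recalled in part from the paper, which names ORA59, PDF1.3 and PDF1.2 from these same libraries. The list tests are therefore not independent of the paper's result. In Col-0 the branch had a median log2 fold change of 3.37, and in jaz9-1 1.08. The slope of the jaz9-1 response on the Col-0 response was 0.294 over its 11 genes (SD 0.0249 between replicates). For 25 JAZ and jasmonate biosynthesis genes, JAZ9 excluded, the slope was 0.762 (SD 0.0869) and the median difference -0.02. Their median response was 0.93 in Col-0 and 0.98 in jaz9-1. Large responses weigh most in a slope. In the branch the largest in Col-0 were those of PDF1.3, PDF1.2, PDF1.2c and PDF1.2b, from 5.45 to 6.36. Among the JAZ and biosynthesis genes JAZ8 had the largest in Col-0, 4.41 (SE 0.84) against 1.73 (SE 0.89) in jaz9-1. Single members went either way, with JAZ5 at 1.21 and 2.25, LOX2 at 1.36 and 1.83, and OPCL1 at 1.53 and 1.04. AOS differed by -0.07 (95% interval -0.41 to 0.26), AOC2 by -0.14 (95% interval -0.44 to 0.17) and JAZ1 by 0.17 (95% interval -0.12 to 0.45).

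**Figure D1:**
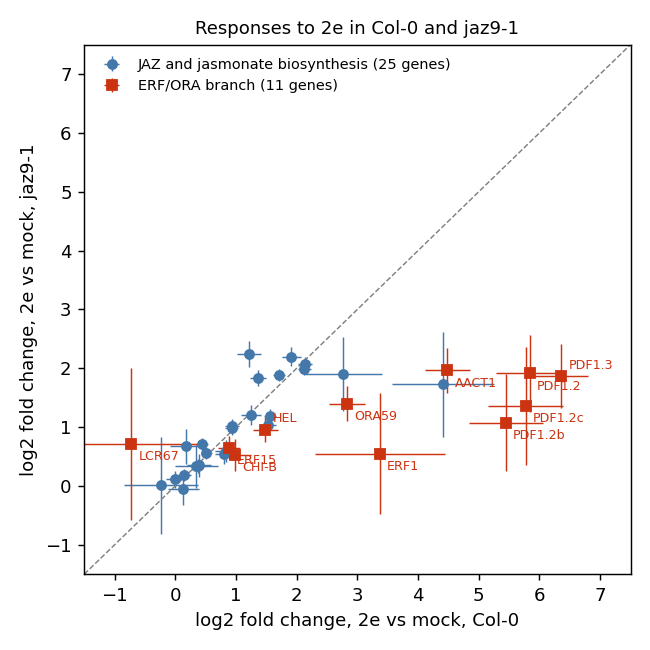
Log2 fold change of 2e against mock in Col-0 and in jaz9-1 for 11 ERF/ORA genes and 25 JAZ and jasmonate biosynthesis genes. Bars are standard errors from 3 libraries per group, the dashed line marks equal responses, and PDF1.3, PDF1.2 and AACT1 lie below it.

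Over all genes, edgeR called 0 for the genotype difference in the response to 2e, with a lowest FDR of 0.104, and DESeq2 called 10. At an unadjusted p < 0.05 edgeR gave 871, fewer than the 1005 expected by chance. Leaving out 1 library gave 2 without Col-0 mock replicate 1, 1 without replicate 3, 9 without Col-0 2e replicate 2, and 5 without jaz9-1 mock replicate 1. It gave 6 and 4 without replicate 1 and 2 of jaz9-1 with 2e. Libraries outside this comparison affect the count too, since all libraries share the model. It was 12 and 7 without replicates 1 and 2 of jaz9-1 with 2. Without replicates 1 and 3 of Col-0 with 12 it was 2 and 5, and without replicate 2 or 3 of jaz9-1 with 12 it was 1. PDF1.3 had adjusted p = 0.0194 without Col-0 2e replicate 2, and 0.0690 and 0.0962 without replicate 1 and 2 of jaz9-1 with 2e. AACT1 had 0.0569 without Col-0 2e replicate 2, 0.0545 without jaz9-1 mock replicate 1 and 0.0133 without jaz9-1 2e replicate 1. Over 114 genes that respond to 2e, the slope of jaz9-1 on Col-0 was 0.641, and 0.718 without the ERF/ORA genes. Simulated equal responses gave 0.864 to 0.989 with the ERF/ORA genes kept. The reverse slope, of Col-0 on jaz9-1, was 0.939. Median responses in the direction of Col-0 were 2.00 in Col-0 and 1.86 in jaz9-1. PLA2A, a lipase induced during infection, rose by 3.53 (SE 0.38) in Col-0 and stood at 0.76 (SE 0.42) in jaz9-1, a difference of -2.77 (SE 0.57, adjusted p = 0.10, edgeR).
In this part the paper starts from genes that 2e still induced in jaz9-1, which it proposes to be independent of JAZ9. It then compares the genotypes under 2e by RT-qPCR and concludes that defense-related genes were induced mostly through JAZ9. It also draws on binding, degradation of JAZ9 fusion proteins, fungal infection of jaz9-1, and jaz10-1 and jaz12-1 plants. Neither the RT-qPCR nor these other experiments are analysed here. In the counts, the difference between the genotypes is larger in the ERF/ORA list than in JAZ and jasmonate biosynthesis genes.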

To test if **2e** activity may also require JAZ10, as previously described for the JA-Ile selective agonist *N*-coronafacyl *ent*-coronamic acid *O*-phenyloxime (NOPh)^36^, the requirement for JAZ10 in **2e**-induced responses was analyzed. **2e** did not affect the growth and upregulated defense-related genes belonging to the ERF/ORA branch in the *jaz10-1* mutant (Supplementary Fig. 22). Moreover, no growth inhibition and expressions of marker genes belonging to ERF/ORA branch were observed in **2e**-treated *jaz12-1* (Supplementary Fig. 23). These results rule out the role of JAZ10 in **2e**-mediated regulation and they suggested that **2e** upregulated the gene expressions mostly in a JAZ9-dependent manner.

We successfully developed the chemical tool **2e** which mediates JAZ9-selective degradation in planta. This **2e**-mediated activation leads to the expression of genes normally repressed by JAZ9 in *A. thaliana*. Examination of differential gene expression induced by JAZ9 protein degradation (or loss-of-function) revealed the unique function of JAZ9, which did not affect the downregulation of genes, including cell-wall-related ones which play important roles in the plant root growth, and caused upregulation of defense-related genes through the EIN3/EIL1-ERF/ORA59 pathway^40–43^. The results highlight the power of a stereochemical library of **2** to screen the JAZ-selective activator of jasmonate signaling in other plant species.

## Discussion

The chemical genetic approach is a promising way to dissect the plant hormone signaling of high genetic redundancy^25,26^. Previous studies have reported success in abscisic acid and strigolactone using small molecules screened from chemical libraries to elucidate the function of receptor subtypes belonging to genetically redundant receptor families^18,23,24^. Chemical libraries composed of planar molecules have been successfully used to screen hit compounds in drug discovery and plant chemical biology^26,44,45^. Chini et al. recently discovered a general antagonist of *At*COI1-*At*JAZ using a chemical library^46^. To the best of our knowledge, this was the only successful example of the chemical library screening of COI1-JAZ co-receptor agonist/antagonist. By contrast, we have screened a targeted library, based on stereoisomers of **2**, for highly subtype-selective ligands of 10 *At*COI1-*At*JAZ and 11 *Sl*COI1-*Sl*JAZ co-receptor pairs. **2e**/**2f**, in addition to high selectivity for *At*JAZ9, also showed selective affinity with *Sl*COI1-*Sl*JAZ5/6/8, which are the closest tomato homologs of *At*JAZ9 belonging to Group V (Supplementary Fig. 3). The chemical biology community focused on the conventional chemical libraries being composed of planar molecules, whereas we envisioned a chemical library composed of the stereoisomers of three-dimensional structures. These two approaches are complementary, and we demonstrated that stereochemical libraries could provide hit compounds that cannot be obtained from a chemical library of planar molecules.

In the present study, we have successfully identified *At*COI1-*At*JAZ9-selective agonist **2e** from the stereochemical library of **2**. Taking advantage of the JAZ9-selective mode-of-action of **2e**, we successfully find that JAZ9 plays a unique function in jasmonate signaling: JAZ9 does not participate in the gene downregulation caused by **2**. Among the genes specifically repressed by **2**, but not by **2e**, we focused on genes related to cell wall formation and biosynthesis, such as *EXLA2*, *XTH19*, and *XTH23* (Fig. 4e). Previous reports suggested that these genes play important roles in root growth: overexpression lines of *EXLA2* and double knock-out mutant of *XTH19* and *XTH23*, which affect the root growth and lateral root formation^40,41,47^. Thus, the current results answered the question, why **2e** did not affect the growth inhibition (Fig. 3a, b). In addition, using **2e**, we demonstrated that pathogen-resistance through ERF/ORA-branch JA-signaling is controlled by JAZ9-meditated jasmonate signaling. These findings agree with our previous results, in which NOPh has a selective affinity with *At*COI1-*At*JAZ9/10 pairs to enhance resistance response against pathogen *A. brassicicola* without causing growth inhibition^36^. NOPh selectively activates ERF/ORA-branch to unpair growth and defense through COI1/JAZ9-EIN3/EIL1-ERF/ORA59 signaling pathway^42^. In contrast to NOPh, **2e** mostly caused the selective degradation of single JAZ repressor, thus enabling analysis of gene expression profiles regulated by a single JAZ. **2e** is specific mainly for JAZ9, although RNAseq suggest that it might target other JAZ at least partially and weakly. However, since the **2e**-mediated expression level of *JAZ9*-independent JA-responsive genes is low (Fig. 4g and Supplementary Fig. 21b), we concluded that **2e** induces gene expression mainly in a JAZ9-selective manner. **2e** effectively reduces the redundancy of the COI1-JAZ co-receptors and it led to the identification of specific genes most likely regulated by the JAZ9 repressor (Fig. 4b and Supplementary Fig. 18 as a list of genes).

Previous achievements demonstrated that the limitations of the genetic approach, such as redundancy or lethality of essential genes, could be overcome by chemical genetics^48,49^. We hypothesized that transient inhibition/degradation of a single JAZ protein in fully developed plants may disclose the function of a single *JAZ* gene within the redundant *JAZ* gene family. Our results demonstrated the uniqueness of “chemical mutants” in which gene redundancy does not seem to compensate the transiently degraded protein. We showed that this chemical genetic approach is complementary to genetic approaches^25,26^. The current result paves the way for the rational design of JAZ-subtype selective agonists in crops and edible plants, which will elucidate the role of each *JAZ* gene in the highly redundant *JAZ* family of these plants.

## Methods

### Chemical syntheses

Details of chemical syntheses are described in Supporting Information.

### Fluorescence anisotropy measurement

Fluorescence anisotropy titration experiments were performed at 25 °C in 50 µL of Tris buffer (50 mM Tris-HCl, pH 7.8, 100 mM NaCl, 10% Glycerol, 0.1% Tween20, 20 mM 2-mercaptoethanol (2-ME) and 1 µM inositol-1,2,4,5,6-pentakisphosphate, IP_5_) containing 100 nM COI1 and 100 nM Fl-JAZPs using a 96-well clear-bottom plate unless otherwise noted. Each ligand was added to the solution and incubated at 25 °C until the *r-value* was not-fluctuated, and anisotropy intensities were measured (λ_ex_/λ_em_ = 485 nm/516 nm). *r* values were calculated using the following equation: *r* = (*I*_VV_ – *G* × *I*_VH_)/(*I*_VV_ + 2*G* × *I*_VH_), *I*_VV_ and *I*_VH_ are the fluorescence intensities observed through polarizers parallel and perpendicular to the polarization of the exciting light, respectively, and *G* is a correction factor to account for instrumental differences in detecting emitted compounds. Fluorescence anisotropy was recorded on an EnVision 2105 (PerkinElmer, USA).

### Pull-down assay of *At*COI1-*At*JAZ peptide

Purified GST-COI1 (5 nM) with ASK1 and each compound (5 µM) are dissolved in 350 µL of Tris buffer and added Fl-JAZPs (10 nM). After incubation on ice for 1 h, the mixture was combined with an anti-Fluorescein antibody (GENETEX, GTX26644, 0.2 µL) and incubated at 4 °C for 5 h with rotation. After incubation, the mixture was combined with Protein G beads (Bio-Rad, 1614023, 10 µL in 50% Tris buffer slurry) and incubated at 4 °C for 1 h with rotation. After incubation, the sample was washed five times with PBS-T. The washed beads were resuspended in 35 μL of SDS-PAGE loading buffer containing dithiothreitol (DTT, 100 mM). After heating for 10 min at 60 °C, the samples were subjected to SDS-PAGE and analyzed by western blotting. SDS-PAGE and western blotting were carried out using a Mini-Protean III electrophoresis apparatus (Bio-Rad, Hercules, CA). Chemiluminescence was observed on Amersham Imager 680 (Cytiva, USA).

### Plant materials and growth conditions

*Arabidopsis thaliana* Col-0 is the genetic background of wild-type and mutant lines used in this study. For biological assay using seedlings, surface-sterilized seeds were grown under a 16-h-light (75 μmol m^−1^ s^−1^; cool-white fluorescent light)/8-h-dark cycle at 22 °C on a half-strength Murashige-Skoog (MS) plate (2% sucrose, 0.4% gellan gum) or liquid medium (0.5% sucrose) in a Biotron LPH-240SP growth chamber (Nippon Medical & Chemical Instruments Co., Ltd., Osaka, Japan) after vernalization in the dark at 4 °C for 2 days. For biological assay using adult plants, seeds were grown directly in soil or 1:1 soil/vermiculite under a 12-h-light (75 µmol m^−1^ s^−1^, cool-white fluorescent light)/12-h-dark cycle at 22 °C.

For the 35S-JAZ1-GFP line, Amplified 35S-JAZ3-GFP from pGWB5-JAZ2^5,50^ was inserted into the *Sal*I-*Xho*I site of pET-32a (Invitrogen). pET-32a-35S-JAZ1-GFP was created by an in-fusion reaction between amplified ORF of *JAZ1* and pET-32a-35S-GFP amplified by inverse PCR of pET-32a-35S-JAZ3-GFP. The adapter (*EcoR*I-*Sal*I-*Xho*I) was inserted into the *Hind*III-*Sac*I site of pGWB5-JAZ2. And then, 35S-JAZ1-GFP in prepared pET-32a-35S-JAZ1-GFP was introduced into the *Sal*I-*Xho*I site of the adapted pGWB5. For the 35S-JAZ9-GFP line, amplified *JAZ9* was introduced into pET-32a-35S-GFP by the in-fusion reaction. Amplified 35S-JAZ9-GFP was introduced into the *Sal*I-*Xho*I site of the adapted pGWB5.

Agrobacterium GV3101, containing these constructs, was used to transform Col-0 plants by floral dipping (Clough & Bent, 1998, conducted by INPLANTA INNOVATIONS Inc., Japan). Transgenic lines were checked for Hygromycin resistance, and lines carrying one insertion were driven to homozygous and used for further experiments.

The mutant lines have been previously described: *coi1-1, jaz9-1* (SALK_004872), and *jaz10-1* (SAIL_92_D08)^51–54^. The marker lines *35S: JAZ1-GUS*, *35S: JAZ9-GUS*, and 3*5S: JAZ10-GUS* were previously described^4,55^.

### GUS-reporter assay

Four-day-old seedlings on a half-strength MS plate were transferred to a half-strength MS liquid medium in the presence or absence of each compound. After treatment for 2 h, each seedling was fixed with 90% aqueous acetone for 20 min on ice. Each seedling immersed in GUS staining buffer (50 mM phosphate buffer; pH 7.0; 1 mM K_4_Fe(CN)_6_; 1 mM K_3_Fe(CN)_6_; 0.1% Triton X-100; 2 mM 5-bromo-4-chloro-3-indolyl β-D-glucuronic acid (X-Gluc, Biomedical Science, Japan)). After staining at 37 °C for two days, each seedling was pictured with an E-520 digital camera (Olympus Corp., Japan).

To quantify the GUS activity, 9–11 roots of ligands-treated seedlings were flash-frozen, and homogenized with extraction buffer (50 µL; 50 mM phosphate buffer, pH 7, 10 mM EDTA, 10 mM 2-mercaptoethanol, 0.1% sarcosyl (*N*-lauroylsarcosine sodium salt; >94%, Sigma-Aldrich) and 0.1% Triton X-100). After centrifugation (15,000 × *g*, 4 °C, 10 min), each supernatant was collected. 10 µL extracts were incubated with a 40 µL extraction buffer containing 1 mM 4-MUG (methylumbelliferyl-β-D-glucuronide hydrate; ≥98%, Sigma-Aldrich). 10 µL samples were collected at *t* = 0 and *t* = 1 h. Then the reaction was quenched with 90 µL of 0.2 M Na_2_CO_3_. Fluorescence (Ex./Em. = 365/460 nm) was detected using the spectrophotometer Infinite M200Pro (TECAN, Switzerland). Each fluorescence intensity was normalized by the amounts of proteins determined by the Bradford assay (595 nm).

### Chemical treatment for biological assay using adult plants

For growth inhibition assay, 2 µL of an aqueous solution containing each compound were dropped on the rosette center of a leaf of 2-week-old plants. After incubation for 6 days, each compound was applied again similarly. Pictures of plants were taken after 6 days of definitive treatment. The fresh weight of the aerial part was measured, and then metabolite analyses were performed in the same way as seedlings.

For gene expression analysis, leaves of 3-week-old plants were treated with each compound. After incubation for 6 days, each compound was applied again similarly. After treatment for 8 h, each leaf was flash-frozen, and then total RNA extraction and RT-qPCR were performed in the same way as seedlings.

### Root growth inhibition analysis using seedlings

Two-day-old seedlings on half-strength MS plate were transferred on half-strength MS plate in the presence or absence of each compound. After treatment for 4 days, each seedling was pictured with an E-520 digital camera (Olympus Corp., Japan), and the root length of these seedlings was measured using Image J 1.45S software (http://imagej.net/Welcome).

### Fungal infection analyses

Seeds were grown directly in the soil. As previously described, three leaves (leaf numbers 4, 5, and 6) of 3-week-old plants were inoculated with *A. brassicicola* suspension of 5 × 10^6^ spores/ml PDB (Difco)^56^. Compound was applied twice at 5 ho before pathogen inoculation and at the same time of pathogen inoculation. Pictures of infected plants were taken 5 days after inoculation. Quantification of spores was carried out in a hemocytometer under a light microscope (Leica). Five to eight inoculated leaves of at least six different plants were pooled for each biological sample, and four to six independent biological replicates were measured for each treatment. Results were analyzed by one-way ANOVA/Tukey HSD post hoc test (*p* < 0.05). The infection assay was repeated three times with similar results. Data are shown as mean ± SEM.

### RNAseq analysis

Six-day-old seedlings (5–8 seedlings/sample) grown on half-strength MS liquid medium were treated with half-strength MS liquid medium in the presence or absence of each compound. After treatment for 8 h, each sample was flash-frozen, and then total RNA was extracted using RNeasy Mini Kit (Qiagen Co. Ltd., Germany). RNAseq libraries were prepared using the low-cost and easy RNA-SEQ (Lasy-Seq) method described previously^57^. Paired-end sequencing was performed using HiSeq X Ten (Illumina, San Diego, CA). RNA-seq analyses were performed with three biological replications, and the data was analyzed using DESeq2.

Low-quality reads and adapter were trimmed using trimmomatic version 0.39 (http://www.usadellab.org/cms/?page=trimmomatic) with ‘ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36’ options. HISAT2 (http://daehwankimlab.github.io/hisat2/) version 2.2.1 was used to align the reads for reference genome (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Athaliana) with ‘–max-intronlen 5000’ option. Aligned reads within gene models were counted using featureCounts version 2.0.1 (http://subread.sourceforge.net/) with ‘--fracOverlap 0.5 -O -t gene -g ID -s 1 --primary’ options. Differentially expressed genes were identified using R version 4.0.4 (https://www.r-project.org/) and DESeq2 version 1.30.1 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) package.

Heat map analyses were performed with an online tool heatmapper^58^. The normalized log_2_ values were used to compare the transcriptomic changes using MapMan 3.6.0RC1 (Supplementary Fig. 19)^59^. Gene ontology (GO) enrichment analyses were carried out using the TAIR website (https://www.arabidopsis.org/tools/go_term_enrichment.jsp).

### RT-qPCR of *Arabidopsis thaliana* seedlings

six-day-old seedlings (5–8 seedlings/sample) grown on half-strength MS liquid medium were treated with half-strength MS liquid medium in the presence or absence of each compound. After treatment for 2 or 8 h, each sample was flash-frozen, and then total RNA was extracted using ISOGEN (NIPPON GENE, Japan). Then first-strand cDNA was gained with ReverTra Ace reverse transcriptase (Toyobo, Japan) with oligo-dT primers. A StepOnePlus Real-Time PCR System (Life Technologies, USA) was used for quantitative PCR (all primers sequences for RT-qPCR in Supplementary Data 2). Polyubiquitin 10 was used as a reference gene. To select homozygous *coi1-1*, grown 3-day-old heterozygous *coi1-1* on a half-strength MS plate containing 10 µM JA was transferred to a half-strength MS liquid medium. After 3 days of culturing, each seedling was treated with each compound.

### Statistics and reproducibility

All the experiments were performed three or more times with independent samples and reproduced with similar results. Quantitative values are expressed as the mean values ± S.D. or S.E. Student’s t-test was performed between two groups using Microsoft Office Excel. Analysis of variance (ANOVA) was performed among more than two groups using the CoStat (version 6.400) software.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data supporting the findings of this study are available in the paper and its Supplementary Information. All data generated or analyzed are available from the corresponding authors on reasonable request. The raw RNAseq data can be downloaded from the Gene Expression Omnibus repository (GSE184730). All source data to create all bar and box plots in the main text are described in Supplementary Data 3.

# Supplementary material for: Subtype-selective agonists of plant hormone co-receptor COI1-JAZs identified from the stereoisomers of coronatine
**Source:** Commun Biol. 2023 Mar 25;6:320. doi: 10.1038/s42003-023-04709-1
**Supplement:** Supplementary file 2 — Supplementary Information

Supplemental Materials for

Title:

Subtype-selective agonists of plant hormone co-receptor COI1-JAZs identified from the stereoisomers of coronatine

Authors:

Kengo Hayashi,¹ Nobuki Kato,¹ Khurram Bashir,^{2,3} Haruna Nomoto,¹ Misuzu Nakayama,¹ Andrea Chini,⁴ Satoshi Takahashi,² Hiroaki Saito,⁵ Raku Watanabe,⁶ Yousuke Takaoka,¹ Maho Tanaka,² Atsushi J. Nagano,^{7,8} Motoaki Seki,² Roberto Solano,⁴ Minoru Ueda^{1,6*}

Supplementary Methods

Chemical Synthesis

1. General

All chemical reagents and solvents were obtained from commercial suppliers (Kanto Chemical Co. Ltd., Wako Pure Chemical Industries Co. Ltd., Nacalai Tesque Co. Ltd., Tokyo Chemical Industry Co. Ltd., Sigma-Aldrich Co. LLC., GE Healthcare) and used without further purification. All anhydrous solvents were either dried by standard techniques and freshly distilled before use or purchased in anhydrous form and used as supplied. Reversed-phase high-performance liquid chromatography (HPLC) was carried out on a PU-4180 plus pump equipped with UV-4075 and MD-4010 detectors (JASCO, Tokyo, Japan). ^1H and ^{13}C NMR spectra were recorded on a JNM-ECS-400 spectrometers (JEOL, Tokyo, Japan) in deuterated chloroform using TMS as an internal standard. Fourier transforms infrared (FT/IR) spectra were recorded on an FT/IR-4100 (JASCO, Tokyo, Japan). High-resolution (HR) electrospray ionization (ESI)-mass spectrometry (MS) analyses were conducted using a microTOF II (Bruker Daltonics Inc., Billerica, MA). Optical rotations were measured using a JASCO P-2200 polarimeter (JASCO, Tokyo, Japan). Flash chromatography was performed on an Isolera system (Biotage Ltd., North Carolina, US). TLC analyses were performed on Silica gel F254 (0.25 mm or 0.5 mm, MERCK, Germany) or RP-18F254S (0.25 mm, MERCK). $\text{SiO}_2/\text{K}_2\text{CO}_3/\text{H}_2\text{O}$ is a homogeneous mixture of 400 g of SiO_2 , 40 g of K_2CO_3 , and 120 mL of water. All reactions were carried out under air unless stated otherwise.

2. Synthesis of (+)-C6-*epi*-CFA (3b) and (-)-C6-*epi*-CFA (3c)

2. 1. Synthesis of the diastereomeric mixture of CFAs (+)-9.

To a suspension of **3**¹ (520 mg, 2.50 mmol) and K_2CO_3 (390 mg, 2.83 mmol) in DMF (4.6 mL) was added iodomethane (320 μL , 5.14 mmol) under argon atmosphere. After stirring the reaction mixture for 3 h, the reaction mixture was diluted with hexane and quenched with H_2O . The mixture was extracted with hexane, and the combined organic layers were washed with saturated NaCl aq., dried over Na_2SO_4 , and filtered. The reaction mixture was concentrated under reduced pressure to afford the methyl ester (539 mg mixture). The crude product was used for the next reaction without further purification. To a solution of the mixture (539 mg, mixture) in benzene (4.7 mL) was added DBU (330 μL , 2.21 mmol) under an argon atmosphere. After the reaction mixture was stirred at

reflux temperature for 23 h, the reaction mixture was quenched with 1 M HCl aq. The mixture was extracted with EtOAc, and the combined organic layers were washed with saturated NaCl aq., dried over Na₂SO₄, and filtered. The reaction mixture was concentrated under reduced pressure to afford the diastereomeric mixture of methyl esters (539 mg, mixture). The crude product was used for the next reaction without further purification. A mixture suspension (539 mg, mixture) in 3 M HCl aq. (40 mL) was refluxed for 6 h. After the reaction mixture was quenched with H₂O, the mixture was extracted with EtOAc. The combined organic layers were washed with saturated NaCl aq., dried over Na₂SO₄, and filtered. After evaporation, the crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:90:10 AcOH/*n*-hexane/EtOAc to 0.1:20:80 AcOH/*n*-hexane/EtOAc) to afford the diastereomeric mixture of CFAs (+)-**9**. (443 mg, 6*R*:6*S*=3:2, 85% in 3 steps) was obtained as a pale yellow solid.

2. 2. Synthesis of mixed anhydride (+)-**10**.

PivCl (260 μ L, 2.13 mmol) was added to a solution of the diastereomeric mixture (+)-**9** (267 mg, 1.28 mmol) and Et₃N (940 μ L, 6.74 mmol) in CH₂Cl₂ (5 mL) and the mixture was stirred for 12 h. The reaction was quenched with 1 M HCl aq. and the mixture was extracted with CH₂Cl₂. The combined organic layers were washed with brine, dried over Na₂SO₄, and concentrated under reduced pressure. The crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:95:5 AcOH/*n*-hexane/EtOAc) to afford (+)-**10** (86.6 mg, 25%) as a colorless oil and 6*R*-isomer (119 mg, 34%) as a colorless oil.

(+)-**10**: [α]_D²¹ +127.4 (*c* 0.50, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ _H: 7.04 (dd, *J* = 2.4, 1.0 Hz, 1H), 3.33-3.26 (m, 1H), 2.51 (ddd, *J* = 12.0, 7.2, 1.0 Hz, 1H), 2.33 (td, *J* = 12.0, 8.0 Hz, 1H), 2.30 (d, *J* = 8.0 Hz, 1H), 2.18 (dq, *J* = 15.0, 7.6, 1.6 Hz, 1H), 2.14-2.05 (m, 2H), 2.01 (td, *J* = 6.0, 4.4 Hz, 1H), 1.46-1.37 (m, 2H), 1.37 (dd, *J* = 15.0, 7.2 Hz, 1H), 1.30 (s, 9H), 0.98 (t, *J* = 7.6 Hz, 3H); ¹³C NMR (100 MHz, CDCl₃) δ _C: 220.5, 174.2, 162.8, 149.5, 131.2, 45.8, 40.0, 36.6, 35.8, 35.0, 27.4, 26.6, 26.6, 25.2, 11.4; IR (film) cm⁻¹: 2967, 2936, 2877, 1796, 1738, 1634, 1480, 1461, 1400, 1368, 1278, 1213, 1144, 1089, 1065, 1041, 1018, 991, 943, 924, 887; HRMS (ESI, positive) *m/z* [M+Na]⁺ Calcd. for C₁₇H₂₄NaO₄: 315.1567, Found: 315.1552

6*R*-isomer: [α]_D²¹ +100.8 (*c* 0.14, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ _H: 6.99 (s, 1H), 3.12 (dt, *J* = 11.4, 7.6 Hz, 1H), 2.64 (dt, *J* = 11.4, 7.6 Hz, 1H), 2.43 (dd, *J* = 19.2,

8.0 Hz, 1H), 2.36 (ddd, $J = 16.0, 8.0, 4.4$ Hz, 1H), 2.30-2.21 (m, 1H), 1.91 (dt, $J = 13.6, 4.4$ Hz, 1H), 1.69-1.41 (m, 3H), 1.31 (s, 9H), 1.31 (td, $J = 13.6, 10.8$ Hz, 1H), 0.99 (t, $J = 7.6$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 219.6, 174.2, 162.8, 148.3, 131.6, 46.4, 40.0, 38.1, 38.0, 36.1, 27.8, 27.7, 26.6, 25.6, 11.2; IR (film) cm^{-1} : 2967, 2937, 2875, 1796, 1742, 1636, 1479, 1463, 1226, 1215, 1144, 1092, 1069, 1043, 1010, 976, 750; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{17}\text{H}_{24}\text{NaO}_4$: 315.1567, Found: 315.1564

2. 3. Synthesis of **3b**.

To a solution of (+)-**10** (86.6 mg, 296 μmol) in THF (3 mL) was added 1M LiOH aq. (900 μL , 900 μmol). After the reaction mixture was stirred for 11 h, the reaction mixture was diluted with EtOAc and acidified 1 M HCl aq. The mixture was extracted with EtOAc. The combined organic layers were washed with brine, dried over Na_2SO_4 , and concentrated under reduced pressure. The crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:90:10 AcOH/*n*-hexane/EtOAc to 0.1:20:80 AcOH/*n*-hexane/EtOAc) to afford **3b** (55.1 mg, 89%) as a colorless crystalline solid. All spectral data of **3b** were identical to those reported.²

2. 4. Synthesis of the diastereomeric mixture of CFAs (-)-**9**.

To a suspension of **3a**¹ (286 mg, 1.38 mmol) and K_2CO_3 (220 mg, 1.59 mmol) in DMF (3 mL) was added iodomethane (180 μL , 2.89 mmol) under argon atmosphere. After the reaction mixture was stirred for 2 h, the reaction mixture was diluted with hexane and quenched with H_2O . The mixture was extracted with hexane, and the combined organic layers were washed with saturated NaCl aq., dried over Na_2SO_4 , and filtered. The reaction mixture was concentrated under reduced pressure to afford the methyl ester (299 mg, mixture). The crude product was used for the next reaction without further purification. To a solution of the mixture (299 mg, mixture) in benzene (2.7 mL) was added DBU (190 μL , 1.27 mmol) under an argon atmosphere. After the reaction mixture was stirred at reflux temperature for 20 h, the reaction mixture was quenched with 1 M HCl aq. The mixture was extracted with EtOAc, and the combined organic layers were washed with saturated NaCl aq., dried over Na_2SO_4 , and filtered. The reaction mixture was concentrated under reduced pressure to afford the diastereomeric mixture of methyl esters (279 mg, mixture). The crude product was used for the next reaction without further purification. A mixture suspension (279 mg, mixture) in 3 M HCl aq. (20 mL) was

refluxed for 9 h. After the reaction mixture was quenched with H₂O, the mixture was extracted with EtOAc. The combined organic layers were washed with saturated NaCl aq., dried over Na₂SO₄, and filtered. After evaporation, the crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:90:10 AcOH/*n*-hexane/EtOAc to 0.1:20:80 AcOH/*n*-hexane/EtOAc) to afford the diastereomeric mixture of CFAs (-)-**9**. (252 mg, 6*R*:6*S*=3:2, 88% in 3 steps) was obtained as a white solid.

2. 5. Synthesis of mixed anhydride (-)-**10**.

PivCl (30 μ L, 246 μ mol) was added to a solution of the diastereomeric mixture (-)-**9** (31.5 mg, 151 μ mol) and Et₃N (110 μ L, 798 μ mol) in CH₂Cl₂ (1.2 mL) and the mixture was stirred for 2 h. The reaction was quenched with 1 M HCl aq. and the mixture was extracted with CH₂Cl₂. The combined organic layers were washed with brine, dried over Na₂SO₄, and concentrated under reduced pressure. The crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:95:5 AcOH/*n*-hexane/EtOAc) to afford (-)-**10** (14.6 mg, 33%) as a colorless oil and 6*S*-isomer (19.6 mg, 44%) as a colorless oil.

(-)-**10**: [α]_D²⁵ -123.6 (*c* 0.54, CHCl₃); δ _H: 7.05 (dd, *J* = 2.4, 0.8 Hz, 1H), 3.33-3.26 (m, 1H), 2.51 (ddd, *J* = 12.0, 6.8, 0.8 Hz, 1H), 2.33 (td, *J* = 12.0, 7.6 Hz, 1H), 2.30 (d, *J* = 7.6 Hz, 1H), 2.18 (dq, *J* = 14.8, 7.6, 1.2 Hz, 1H), 2.14-2.05 (m, 2H), 2.01 (td, *J* = 6.4, 4.0 Hz, 1H), 1.47-1.36 (m, 2H), 1.37 (dd, *J* = 14.8, 6.8 Hz, 1H), 1.31 (s, 9H), 0.98 (t, *J* = 7.2 Hz, 3H); ¹³C NMR (100 MHz, CDCl₃) δ _C: 220.5, 174.3, 162.8, 149.5, 131.2, 45.7, 40.0, 36.6, 35.8, 35.0, 27.4, 26.6, 26.6, 25.2, 11.4; IR (film) cm⁻¹: 2967, 2936, 2877, 1797, 1738, 1635, 1479, 1462, 1399, 1368, 1278, 1213, 1144, 1089, 1064, 1042, 1015, 991, 942, 924, 886; HRMS (ESI, positive) *m/z* [M+Na]⁺ Calcd. for C₁₇H₂₄NaO₄: 315.1567, Found: 315.1584

6*S*-isomer: [α]_D²¹ -97.3 (*c* 0.46, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ _H: 6.99 (s, 1H), 3.12 (dt, *J* = 11.6, 6.8 Hz, 1H), 2.64 (dt, *J* = 11.6, 6.8 Hz, 1H), 2.42 (dd, *J* = 18.8, 8.4 Hz, 1H), 2.35 (ddd, *J* = 16.8, 8.4, 4.0 Hz, 1H), 2.30-2.22 (m, 1H), 1.91 (dt, *J* = 13.6, 4.0 Hz, 1H), 1.63 (qd, *J* = 12.6, 8.4 Hz, 1H), 1.59-1.39 (m, 2H), 1.31 (s, 9H), 1.12 (td, *J* = 13.6, 10.8 Hz, 1H), 0.99 (t, *J* = 7.6 Hz, 3H); ¹³C NMR (100 MHz, CDCl₃) δ _C: 219.5, 174.1, 162.7, 148.3, 131.6, 46.3, 40.0, 38.1, 38.0, 36.1, 27.8, 27.6, 26.6, 25.6, 11.2; IR (film) cm⁻¹: 2967, 2938, 2876, 1796, 1744, 1635, 1479, 1463, 1228, 1216, 1141, 1092,

1067, 1044, 1010, 977, 750; HRMS (ESI, positive) m/z $[M+Na]^+$ Calcd. for $C_{17}H_{24}NaO_4$: 315.1567, Found: 315.1581

2. 6. Synthesis of **3c**.

To a solution of (-)-**10** (7.3 mg, 35.1 μ mol) in THF (500 mL) was added 1M LiOH aq. (150 μ L, 150 μ mol). After the reaction mixture was stirred for 12 h, the reaction mixture was diluted with EtOAc and acidified 1 M HCl aq. The mixture was extracted with EtOAc. The combined organic layers were washed with brine, dried over Na_2SO_4 , and concentrated under reduced pressure. The crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:90:10 AcOH/*n*-hexane/EtOAc to 0.1:20:80 AcOH/*n*-hexane/EtOAc) to afford **3c** (5.3 mg, quant.) as a white solid. All spectral data of **3c** were identical to those reported.²

3. Synthesis of coronatine (**2**) and the stereoisomers (**2a–2o**).

3. 1. General procedure A: Condensation between CMA and CFA stereoisomers.

For example, the synthesis of coronatine benzyl ester (**11**).

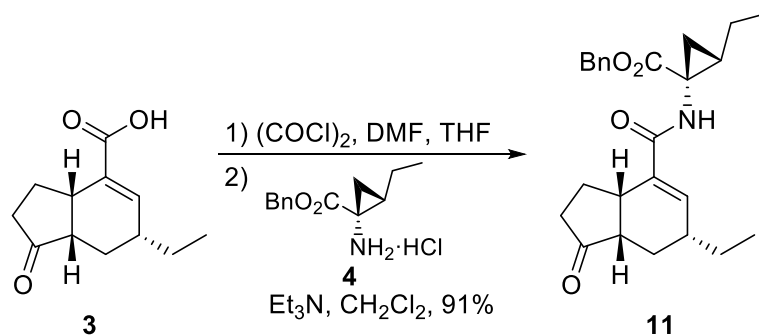

To a solution of **3** (34.1 mg, 164 μ mol) and DMF (2 μ L, 25.9 μ mol) in THF (800 μ L) was added oxalyl chloride (45 μ L, 524 μ mol) under an argon atmosphere. After stirring the reaction mixture at room temperature for 11 h, THF was removed *in vacuo*. The residue was solved in CH_2Cl_2 (2 mL), and then a solution of **4** (69.1 mg, 270 μ mol) and Et_3N (350 μ L, 2.50 mmol) in CH_2Cl_2 (1 mL) was added under an argon atmosphere. After the reaction mixture was stirred for 21 h, the reaction mixture was quenched with 1 M HCl aq., and the mixture was extracted with AcOEt. The combined organic layers were washed with brine, dried over Na_2SO_4 , and concentrated under reduced pressure. The crude product was purified by medium-pressure chromatography (Isolera, eluent: $CHCl_3$ to 4:96 MeOH/ $CHCl_3$) to afford **11** (61.1 mg, 91%) as a yellow oil.

3. 2. General procedure B: Condensation between CMA and CFA stereoisomers.

For example, the synthesis of **2g** benzyl ester (**11g**).

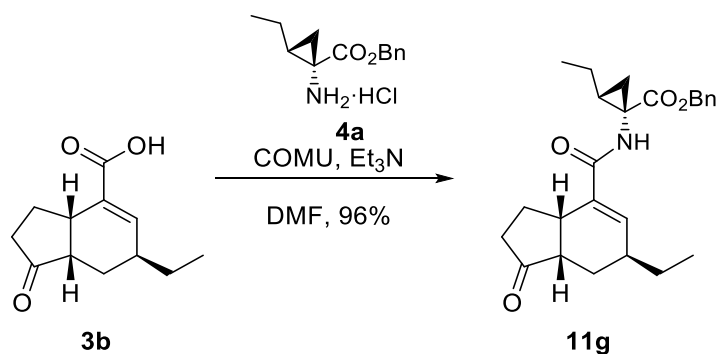

To a solution of **3b** (16.4 mg, 51.3 μ mol) in CH₂Cl₂ (200 μ L) was added TFA (200 μ L) at 0 °C under argon atmosphere. After being stirred for 30 min, the reaction mixture was evaporated, and then the residue was dissolved in DMF (300 μ L) under an argon atmosphere. To the solution were added Et₃N (20 μ L, 14.4 μ mol), COMU (15.7 mg, 36.7 μ mol), and **4a** (2.6 mg, 12.5 μ mol). After stirring for 20 h, the reaction mixture was quenched with 1 M HCl aq. The mixture was extracted with EtOAc, and the resulting organic layer was washed with saturated aqueous NaCl, dried over Na₂SO₄, and filtered. After evaporation, the residue was purified by silica gel column chromatography (*n*-hexane/EtOAc = 16/1–1/1) to give the benzyl ester (4.9 mg, 12.0 μ mol, 96%) a pale yellow solid.

3. 3. General procedure C: Deprotection of benzyl ester.

For example, the synthesis of coronatine (**2**).

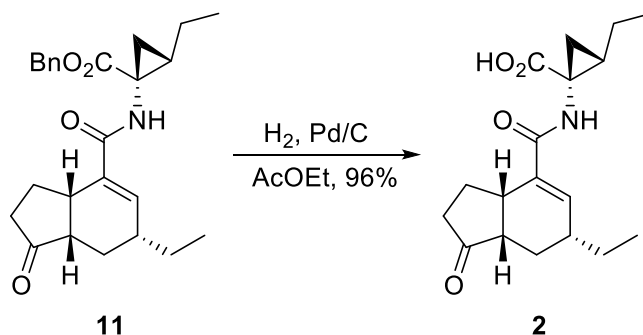

Benzyl ester **11** (61.1 mg, 149 μ mol) was dissolved in EtOAc (5.0 mL) under argon and 5% Pd/C (35.0 mg, 16.4 μ mol) was added. The atmosphere was displaced with hydrogen, and the reaction mixture was stirred for 80 min. After filtration with Celite, the

filtrate was evaporated to dryness. The residue was purified by medium-pressure chromatography (Isolera, eluent: 0.1:1:99 AcOH/MeOH/CHCl₃ to 0.1:8:92 AcOH/MeOH/CHCl₃) to afford **2** (46.1 mg, 96%) as a colorless oil.

3. 4. General procedure D: Deprotection of methyl ester.

For example, the synthesis of **2e**.

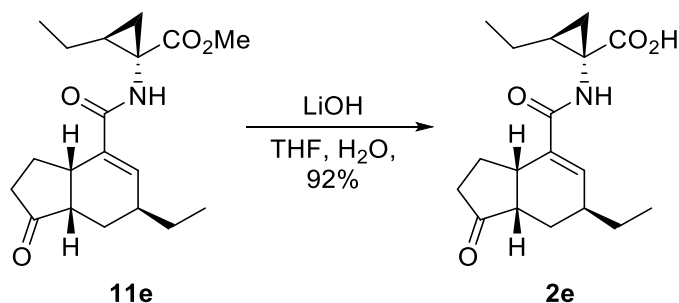

To a solution of **11e** (77.9 mg, 234 μ mol) in THF (4.5 ml) was added 1M-LiOH solution (1.8 mL, 1.80 mmol), and the mixture was stirred for 20 h. The reaction mixture was quenched with 1 M HCl aq., and the mixture was extracted with AcOEt. The combined organic layers were washed with brine, dried over Na₂SO₄, and concentrated under reduced pressure. The crude product was purified by medium-pressure chromatography (Isolera, eluent: 0.1:1:99 AcOH/MeOH/CHCl₃ to 0.1:8:92 AcOH/MeOH/CHCl₃) to afford **2e** (69.4 mg, 92%) as a colorless oil.

3. 5. Synthesis of coronatine (**2**).

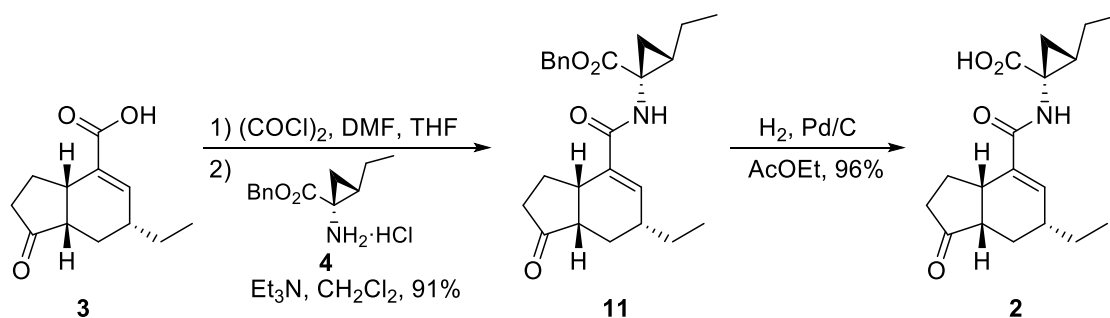

Compound 11

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} +51.5$ (*c* 0.28, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ_{H} : 7.34–7.30 (m, 5H), 6.23 (dd, *J* = 3.4, 1.9 Hz, 1H), 5.17 (d, *J* = 12.2 Hz, 1H), 5.10 (d, *J* = 12.2 Hz, 1H), 3.36–3.31 (m, 1H), 2.46 (dd, *J* = 12.4, 5.0 Hz, 1H), 2.10–1.89 (m, 5H), 1.82–1.75 (m, 1H), 1.69–1.55 (m, 2H), 1.49 (dq, *J* = 9.1, 7.5 Hz

2H), 1.39–1.25 (m, 4H), 0.95 (t, $J = 7.1$ Hz, 3H), 0.92 (t, $J = 7.5$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 221.0, 171.0, 170.0, 137.6, 136.1, 135.7, 128.7, 128.5, 67.5, 46.4, 38.3, 36.5, 36.3, 33.9, 33.4, 28.1, 26.2, 25.8, 23.4, 20.5, 13.7, 11.5; IR (film) cm^{-1} : 3303, 2962, 2929, 2875, 1732, 1656, 1625, 1520, 1457, 1329, 1161, 751, 698; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{31}\text{NNaO}_4$: 432.2151, Found: 432.2134.

Coronatine (2)

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{22} +97.6$ (c 0.15, CHCl_3); All spectral data of **2** were identical to those reported.³

3. 6. Synthesis of 2a.

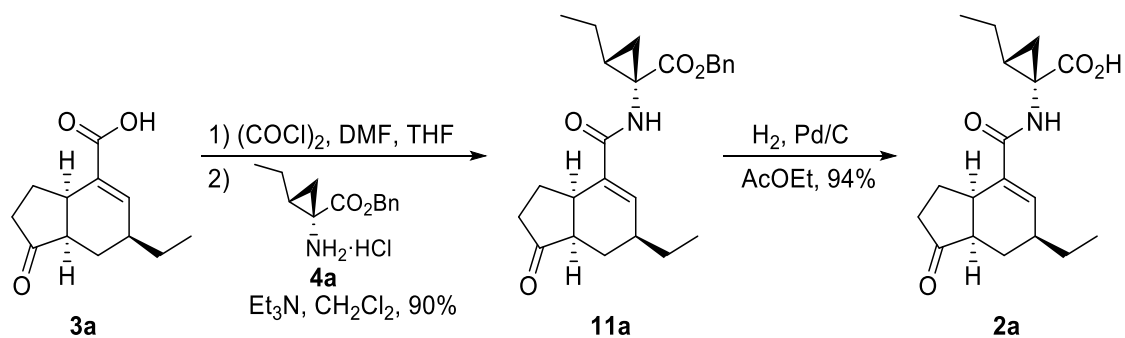

Compound 11a

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} -48.4$ (c 0.34, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 7.34–7.30 (m, 5H), 6.23 (dd, $J = 3.4, 1.9$ Hz, 1H), 5.17 (d, $J = 12.2$ Hz, 1H), 5.10 (d, $J = 12.2$ Hz, 1H), 3.36–3.31 (m, 1H), 2.46 (dd, $J = 12.4, 5.0$ Hz, 1H), 2.10–1.89 (m, 5H), 1.82–1.75 (m, 1H), 1.69–1.55 (m, 2H), 1.49 (dq, $J = 9.1, 7.5$ Hz, 2H), 1.39–1.25 (m, 4H), 0.95 (t, $J = 7.1$ Hz, 3H), 0.92 (t, $J = 7.5$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 221.0, 171.0, 170.0, 137.6, 136.1, 135.7, 128.7, 128.5, 67.5, 46.4, 38.3, 36.5, 36.3, 33.9, 33.4, 28.1, 26.2, 25.8, 23.4, 20.5, 13.7, 11.5; IR (film) cm^{-1} : 3303, 2962, 2929, 2875, 1732, 1656, 1625, 1520, 1457, 1329, 1161, 751, 698; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{31}\text{NNaO}_4$: 432.2151, Found: 432.2177.

Compound 2a

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{22} -96.8$ (c 0.20, CHCl_3); All spectral data of **2a** were identical to those reported.³

3. 7. Synthesis of 2b.

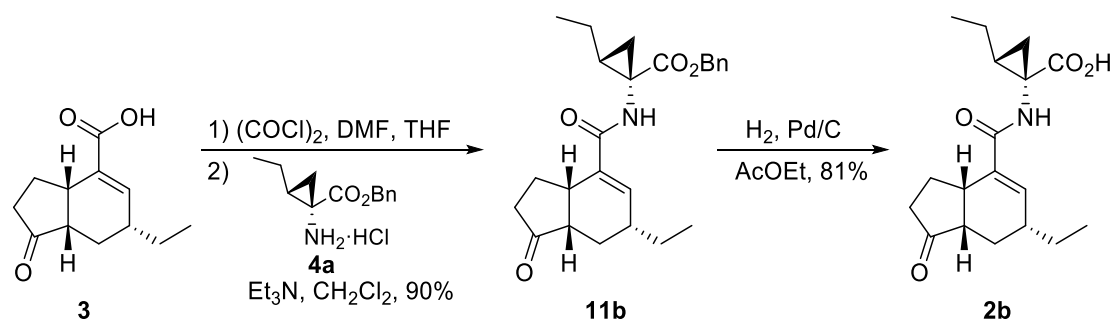

Compound 11b

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} -1.4$ (c 0.335, CHCl_3): ^1H NMR (400 MHz, CDCl_3) δ_{H} : 7.34–7.30 (m, 5H), 6.27 (s, 1H), 6.22 (s, 1H), 5.16 (d, $J = 12.4$ Hz, 1H), 5.12 (d, $J = 12.4$ Hz, 1H), 3.15–3.07 (m, 1H), 2.39–2.16 (m, 1H), 2.14–2.06 (m, 1H), 1.86 (dt, $J = 12.8, 4.8$ Hz, 1H), 1.64 (ddd, $J = 16.8, 7.2, 2.4$ Hz, 1H), 1.64–1.58 (m, 2H), 1.48 (dq, $J = 9.2, 7.2$ Hz, 2H), 1.44–1.40 (m, 1H), 1.35 (ddq, $J = 12.0, 7.6, 7.2$ Hz, 1H), 1.35 (m, 1H), 1.02 (td, $J = 13.6, 11.2$ Hz, 1H), 0.97 (t, $J = 7.2$ Hz, 3H), 0.95 (t, $J = 7.2$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.4, 171.0, 169.2, 136.3, 136.0, 135.7, 128.5, 128.3, 128.2, 67.2, 46.3, 38.2, 37.2, 36.2, 33.4, 28.0, 27.6, 26.0, 23.3, 20.5, 13.5, 11.3; IR (film) cm^{-1} : 3328, 2958, 2931, 2870, 1732, 1658, 1628, 1512, 1454, 1380, 1319, 1107, 752, 698; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{31}\text{NNaO}_4$: 432.2151, Found: 432.2137.

Compound 2b

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{22} -35.8$ (c 0.53, CHCl_3); All spectral data of **2b** were identical to those reported.³

3. 8. Synthesis of 2c.

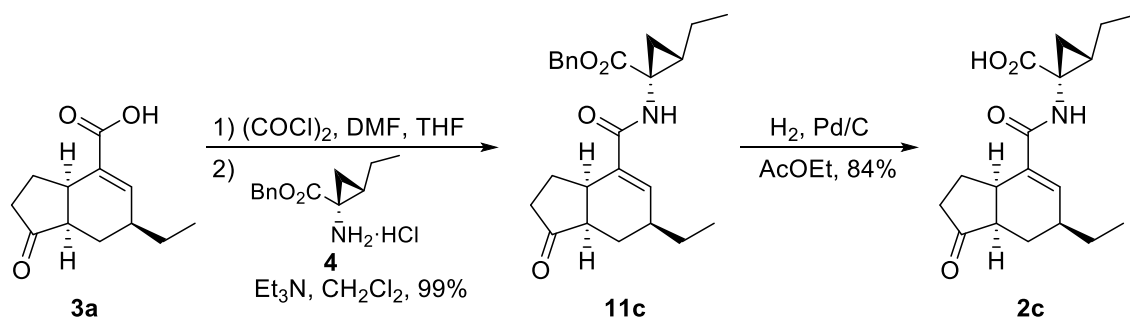

Compound 11c

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} +2.7$ (c 0.22, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 7.34–7.30 (m, 5H), 6.27 (s, 1H), 6.22 (s, 1H), 5.16 (d, $J = 12.4$ Hz, 1H), 5.12 (d, $J = 12.4$ Hz, 1H), 3.15–3.07 (m, 1H), 2.39–2.16 (m, 1H), 2.14–2.06 (m, 1H), 1.86 (dt, $J = 12.8, 4.8$ Hz, 1H), 1.64 (ddd, $J = 16.8, 7.2, 2.4$ Hz, 1H), 1.64–1.58 (m, 2H), 1.48 (dq, $J = 9.2, 7.2$ Hz, 2H), 1.44–1.40 (m, 1H), 1.35 (ddq, $J = 12.0, 7.6, 7.2$ Hz, 1H), 1.35 (m, 1H), 1.02 (td, $J = 13.6, 11.2$ Hz, 1H), 0.97 (t, $J = 7.2$ Hz, 3H), 0.95 (t, $J = 7.2$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.4, 171.0, 169.2, 136.3, 136.0, 135.7, 128.5, 128.3, 128.2, 67.2, 46.3, 38.2, 37.2, 36.2, 33.4, 28.0, 27.6, 26.0, 23.3, 20.5, 13.5, 11.3; IR (film) cm^{-1} : 3328, 2958, 2931, 2870, 1732, 1658, 1628, 1512, 1454, 1380, 1319, 1107, 752, 698; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{31}\text{NNaO}_4$: 432.2151, Found: 432.2136.

Compound 2c

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{22} +37.0$ (c 0.60, CHCl_3); All spectral data of **2c** were identical to those reported.³

3. 9. Synthesis of 2d.

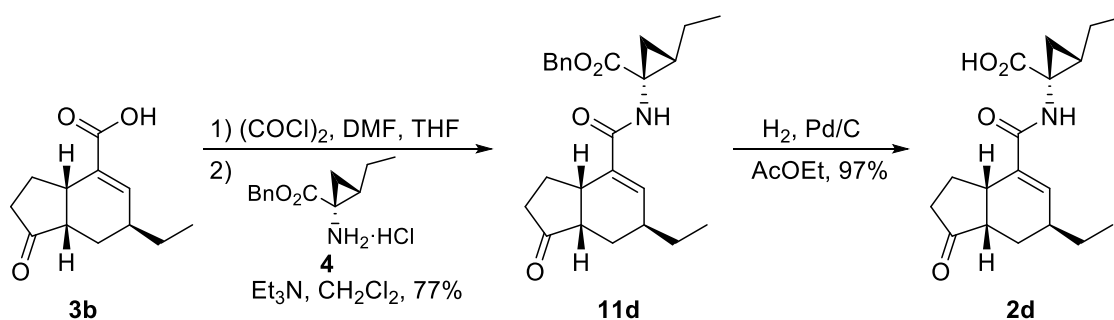

Compound 11d

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} +107.0$ (c 0.31, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 7.34–7.30 (m, 5H), 6.23 (dd, $J = 3.4, 1.9$ Hz, 1H), 5.17 (d, $J = 12.2$ Hz, 1H), 5.10 (d, $J = 12.2$ Hz, 1H), 3.36–3.31 (m, 1H), 2.46 (dd, $J = 12.4, 5.0$ Hz, 1H), 2.10–1.89 (m, 5H), 1.82–1.75 (m, 1H), 1.69–1.55 (m, 2H), 1.49 (dq, $J = 9.1, 7.5$ Hz, 2H), 1.39–1.25 (m, 4H), 0.95 (t, $J = 7.1$ Hz, 3H), 0.92 (t, $J = 7.5$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 221.0, 171.0, 170.0, 137.6, 136.1, 135.7, 128.7, 128.5, 67.5, 46.4, 38.3,

36.5, 36.3, 33.9, 33.4, 28.1, 26.2, 25.8, 23.4, 20.5, 13.7, 11.5; IR (film) cm^{-1} : 3303, 2962, 2929, 2875, 1732, 1656, 1625, 1520, 1457, 1329, 1161, 751, 698; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{25}\text{NNaO}_4$: 432.2151, Found: 432.2144.

Compound 2d

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{22} +138.3$ (c 0.23, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.38 (dd, $J = 2.5, 1.0$ Hz, 1H), 6.32 (brs, 1H), 3.38–3.32 (m, 1H), 2.52 (dd, $J = 11.9, 6.2$ Hz, 1H), 2.30–1.92 (m, 5H), 1.69–1.52 (m, 4H), 1.46 (dq, $J = 16.4, 7.7$ Hz, 1H), 1.40–1.31 (m, 2H), 1.27 (dd, $J = 9.4, 5.4$ Hz, 1H), 1.26 (dd, $J = 14.0, 7.2$ Hz, 1H), 1.05 (t, $J = 7.3$ Hz, 3H), 0.96 (t, $J = 7.5$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.5, 172.8, 171.3, 139.1, 135.1, 46.1, 39.2, 36.7, 36.2, 34.3, 33.7, 28.0, 26.6, 25.7, 22.0, 21.0, 13.6, 11.6; IR (film) cm^{-1} : 3316, 2961, 2927, 2876, 1732, 1658, 1626, 1521, 1460, 1283, 1175, 756; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1681.

3. 10. Synthesis of 2e.

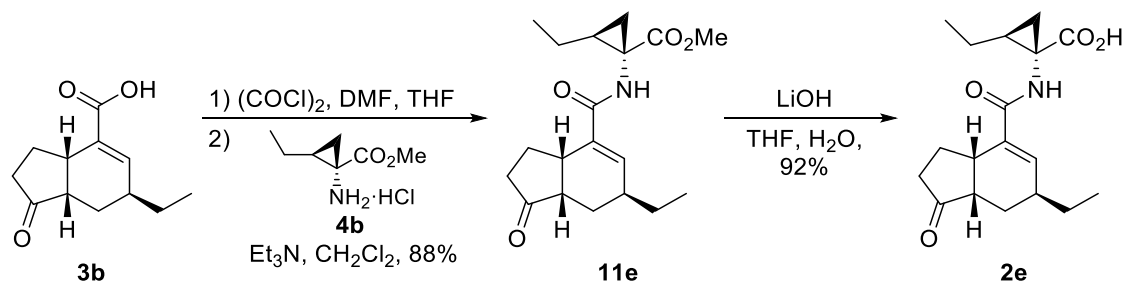

Compound 11e

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} +91.8$ (c 0.23, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.35 (dd, $J = 1.9, 1.0$ Hz, 1H), 6.02 (brs, 1H), 3.69 (s, 3H), 3.42–3.36 (m, 1H), 2.52 (dd, $J = 12.6, 4.6$ Hz, 1H), 2.30–1.98 (m, 5H), 1.82 (tdd, $J = 9.0, 7.7, 5.7$ Hz, 1H), 1.73–1.62 (m, 2H), 1.48–1.15 (m, 5H), 1.06 (t, $J = 7.2$ Hz, 3H), 0.96 (t, $J = 7.5$ Hz, 3H), 0.90 (dd, $J = 7.5, 5.1$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.9, 173.0, 170.5, 137.4, 136.2, 52.6, 46.3, 38.0, 36.7, 36.4, 34.0, 30.1, 28.1, 26.3, 25.8, 22.7, 21.9, 13.7, 11.5; IR (film) cm^{-1} : 3312, 2962, 2926, 2877, 1735, 1657, 1627, 1512, 1437, 1336, 1259, 1195, 1163, 744; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{19}\text{H}_{27}\text{NNaO}_4$: 356.1838, Found: 356.1829.

Compound 2e

Prepared according to General Procedure D. $[\alpha]_D^{22} +96.8$ (*c* 0.18, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ_H : 6.37 (q, *J* = 1.3 Hz, 1H), 6.07 (brs, 1H), 3.40–3.35 (m, 1H), 2.52 (dd, *J* = 12.5, 5.2 Hz, 1H), 2.29–1.97 (m, 5H), 1.85 (tdd, *J* = 9.1, 7.7, 5.3 Hz, 1H), 1.79 (dd, *J* = 9.3, 4.6 Hz, 1H), 1.68 (dsxt., *J* = 13.8, 7.0 Hz, 1H), 1.47–1.17 (m, 5H), 1.06 (t, *J* = 7.2 Hz, 3H), 0.96 (t, *J* = 7.4 Hz, 3H), 0.92 (dd, *J* = 7.4, 4.7 Hz, 1H); ¹³C NMR (100 MHz, CDCl₃) δ_C : 220.8, 176.8, 170.9, 138.2, 135.8, 46.2, 37.9, 36.7, 36.3, 34.1, 30.8, 28.0, 26.4, 25.7, 23.1, 21.9, 13.7, 11.5; IR (film) cm⁻¹: 3307, 2961, 2926, 2878, 2856, 1736, 1707, 1659, 1628, 1510, 1449, 1281, 1261, 1195, 1137, 760; HRMS (ESI, positive) *m/z* [M+Na]⁺ Calcd. for C₁₈H₂₅NNaO₄: 342.1676, Found: 342.1674.

3. 11. Synthesis of 2f.

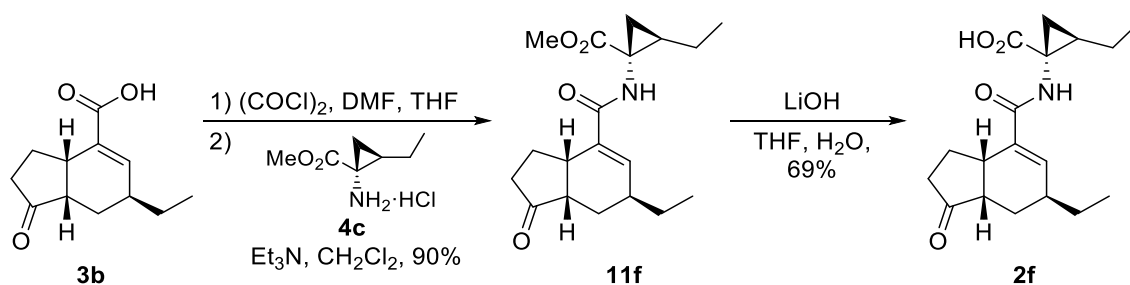

Compound 11f

Prepared according to General Procedure A. $[\alpha]_D^{22} +70.7$ (*c* 0.20, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ_H : 6.30 (dd, *J* = 2.4, 1.0 Hz, 1H), 6.03 (brs, 1H), 3.69 (s, 3H), 3.44–3.39 (m, 1H), 2.52 (dd, *J* = 12.0, 5.8 Hz, 1H), 2.30–1.94 (m, 5H), 1.81 (dd, *J* = 9.2, 4.6 Hz, 1H), 1.79–1.71 (m, 1H), 1.66 (sept., *J* = 7.1 Hz, 1H), 1.48–1.23 (m, 5H), 1.07 (t, *J* = 7.3 Hz, 3H), 0.95 (t, *J* = 7.4 Hz, 3H), 0.92 (dd, *J* = 6.9, 4.6 Hz, 1H); ¹³C NMR (100 MHz, CDCl₃) δ_C : 220.9, 173.0, 170.5, 137.3, 136.5, 52.6, 46.3, 37.8, 36.7, 36.4, 34.1, 30.2, 28.1, 26.3, 25.8, 23.0, 22.0, 13.7, 11.5; IR (film) cm⁻¹: 3323, 2962, 2927, 2878, 1733, 1654, 1625, 1516, 1436, 1335, 1258, 1196, 1163, 743; HRMS (ESI, positive) *m/z* [M+Na]⁺ Calcd. for C₁₉H₂₇NNaO₄: 356.1838, Found: 356.1829.

Compound 2f

Prepared according to General Procedure D. $[\alpha]_D^{19} +66.5$ (*c* 0.28, CHCl₃); ¹H NMR (400 MHz, CDCl₃) δ_H : 6.34 (dd, *J* = 2.3, 1.0 Hz, 1H), 6.07 (brs, 1H), 3.42–3.37 (m, 1H), 2.52 (dd, *J* = 12.3, 5.7 Hz, 1H), 2.29–1.94 (m, 5H), 1.86 (dd, *J* = 9.5, 4.9 Hz, 1H), 1.84–

1.77 (m, 1H), 1.68 (sept., $J = 7.0$ Hz, 1H), 1.48–1.23 (m, 5H), 1.08 (t, $J = 7.3$ Hz, 3H), 0.95 (t, $J = 7.4$ Hz, 3H), 0.95–0.92 (m, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.8, 176.4, 170.8, 138.1, 136.1, 46.2, 37.7, 36.7, 36.3, 34.2, 30.8, 28.0, 26.4, 25.7, 23.4, 22.0, 13.7, 11.5; IR (film) cm^{-1} : 3319, 2962, 2925, 2876, 2855, 1732, 1706, 1656, 1626, 1515, 1457, 1282, 1255, 1183, 1139, 756; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1681.

3. 12. Synthesis of 2g.

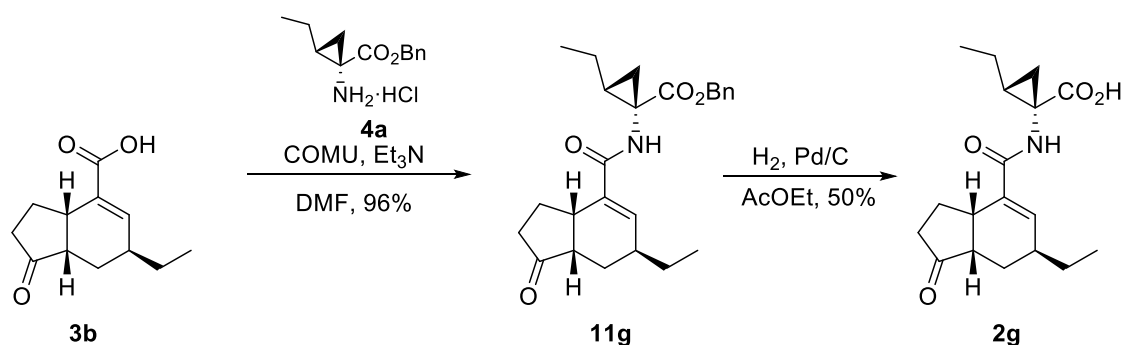

Compound 11g

Prepared according to General Procedure B. $[\alpha]_{\text{D}}^{22} +51.7$ (c 0.38, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 7.35–7.30 (m, 5H), 6.27 (t, $J = 1.7$ Hz, 1H), 6.21 (brs, 1H), 5.16 (d, $J = 12.2$ Hz, 1H), 5.10 (d, $J = 12.2$ Hz, 1H), 3.35–3.30 (m, 1H), 2.47 (dd, $J = 12.4, 5.0$ Hz, 1H), 2.13–1.90 (m, 5H), 1.86–1.79 (m, 1H), 1.66 (quint., $J = 7.4$ Hz, 1H), 1.65 (quint., $J = 7.4$ Hz, 1H), 1.63–1.58 (m, 1H), 1.50 (dq, $J = 15.5, 7.4$ Hz, 1H), 1.39–1.26 (m, 4H), 0.99 (t, $J = 7.4$ Hz, 3H), 0.91 (t, $J = 7.4$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.9, 170.9, 169.6, 137.5, 135.8, 128.5, 128.4, 128.3, 67.3, 46.2, 38.0, 36.4, 36.0, 33.7, 33.6, 27.8, 26.0, 25.6, 23.4, 20.4, 13.5, 11.3; IR (film) cm^{-1} : 3313, 2962, 2931, 2873, 1732, 1658, 1631, 1512, 1458, 1385, 1323, 1161, 752, 698; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{31}\text{NNaO}_4$: 432.2151, Found: 432.2244.

Compound 2g

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{23} +17.6$ (c 0.25, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.40 (dd, $J = 2.5, 1.1$ Hz, 1H), 6.34 (brs, 1H), 3.40–3.35 (m, 1H), 2.53 (dd, $J = 12.8, 5.2$ Hz, 1H), 2.31–1.98 (m, 5H), 1.93–1.87 (m, 1H), 1.65–1.49 (m, 4H), 1.47–1.32 (m, 3H), 1.22 (dd, $J = 9.6, 5.5$ Hz, 1H), 1.06 (t, $J = 7.2$ Hz, 3H), 0.96 (t, $J = 7.5$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.3, 172.2, 171.9, 140.4, 134.9,

46.1, 39.8, 36.6, 36.2, 34.3, 33.7, 27.9, 26.4, 25.6, 21.3, 21.1, 13.5, 11.5; IR (film) cm^{-1} : 3310, 2961, 2925, 2854, 1732, 1657, 1625, 1521, 1460, 1285, 1173, 756; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1672.

3. 13. Synthesis of 2h.

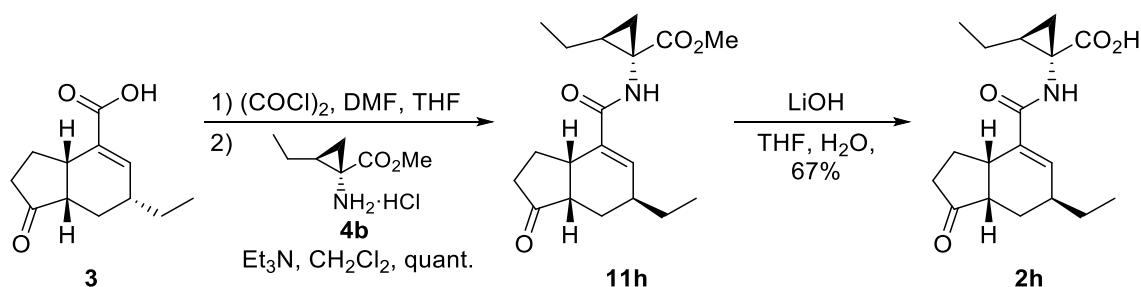

Compound 11h

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} +57.3$ (c 0.12, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.30 (s, 1H), 6.07 (brs, 1H), 3.69 (s, 3H), 3.24–3.15 (m, 1H), 2.54–2.24 (m, 4H), 2.21–2.11 (m, 1H), 1.90 (dt, $J = 13.6, 4.4$ Hz, 1H), 1.85–1.56 (m, 3H), 1.63 (dd, $J = 12.0, 3.6$ Hz, 1H), 1.52 (dq, $J = 8.8, 7.6$ Hz, 1H), 1.38 (dq, $J = 8.8, 7.6$ Hz, 1H), 1.33–1.19 (m, 1H), 1.07 (td, $J = 13.2, 10.4$ Hz, 1H), 1.06 (t, $J = 7.2$ Hz, 3H), 0.98 (t, $J = 7.2$ Hz, 3H), 0.90 (dd, $J = 7.6, 5.2$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.5, 173.1, 169.9, 136.4, 136.3, 52.7, 46.5, 38.4, 38.0, 37.4, 36.5, 30.1, 28.3, 27.9, 26.2, 22.8, 21.9, 13.7, 11.6; IR (film) 3313, 2970, 2924, 2889, 1736, 1651, 1512, 1458, 1319, 1277, 945, 744; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{19}\text{H}_{27}\text{NNaO}_4$: 356.1838, Found: 356.1867.

Compound 2h

Prepared according to General Procedure D. $[\alpha]_{\text{D}}^{21} +40.1$ (c 0.58, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.34 (s, 1H), 6.17 (brs, 1H), 3.22–3.12 (m, 1H), 2.47 (dt, $J = 13.6, 7.2$ Hz, 1H), 2.40 (dt, $J = 18.4, 6.8$ Hz, 1H), 2.40–2.24 (m, 2H), 2.22–2.11 (m, 1H), 1.90 (dt, $J = 13.6, 4.4$ Hz, 1H), 1.86–1.77 (m, 2H), 1.74–1.56 (m, 2H), 1.51 (dq, $J = 8.6, 7.2$ Hz, 1H), 1.37 (dq, $J = 8.6, 7.2$ Hz, 1H), 1.28–1.17 (m, 1H), 1.07 (td, $J = 12.8, 10.8$ Hz, 1H), 1.06 (t, $J = 7.2$ Hz, 3H), 0.98 (t, $J = 7.2$ Hz, 3H), 0.94 (dd, $J = 6.4, 4.0$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.3, 177.6, 170.2, 137.0, 135.8, 46.3, 38.2, 37.7, 37.2, 36.3, 30.7, 29.7, 28.1, 27.8, 25.9, 23.1, 21.8, 13.5, 11.4; IR (film) cm^{-1} : 3309, 2970,

2931, 2873, 1732, 1693, 1658, 1581, 1512, 1462, 1327, 1254, 960, 755; HRMS (ESI, positive) m/z $[M+Na]^+$ Calcd. for $C_{18}H_{25}NNaO_4$: 342.1676, Found: 342.1679.

3. 14. Synthesis of 2i.

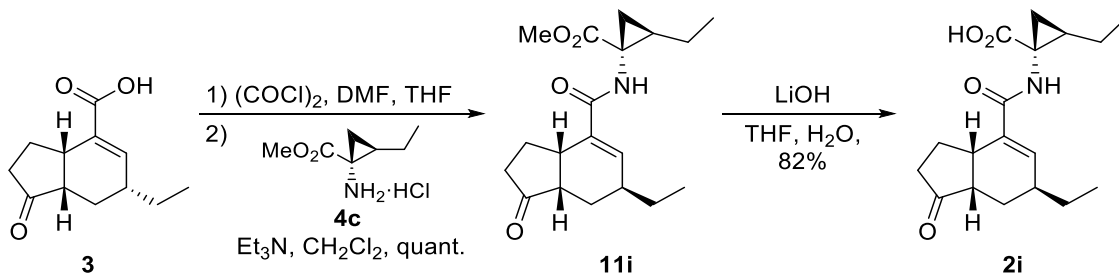

Compound 11i

Prepared according to General Procedure A. $[\alpha]_D^{22} +12.0$ (c 0.17, $CHCl_3$); ^1H NMR (400 MHz, $CDCl_3$) δ_H : 6.30 (s, 1H), 6.09 (brs, 1H), 3.69 (s, 3H), 3.27–3.18 (m, 1H), 2.48–2.25 (m, 4H), 2.20–2.11 (m, 1H), 1.91 (dt, $J = 12.8, 5.2$ Hz, 1H), 1.82–1.75 (m, 1H), 1.70–1.56 (m, 3H), 1.51 (dq, $J = 8.2, 7.2$ Hz, 1H), 1.39 (dq, $J = 8.0, 7.2$ Hz, 1H), 1.30–1.20 (m, 1H), 1.07 (td, $J = 13.2, 11.8$ Hz, 1H), 1.06 (t, $J = 7.6$ Hz, 3H), 0.99 (t, $J = 7.6$ Hz, 3H), 0.91 (d, $J = 2.4$ Hz, 1H); ^{13}C NMR (100 MHz, $CDCl_3$) δ_C : 220.5, 173.1, 169.7, 136.5, 136.4, 52.7, 46.4, 38.4, 37.9, 37.4, 36.4, 30.2, 28.3, 27.8, 26.2, 23.0, 22.0, 13.7, 11.5; IR (film) cm^{-1} : 3325, 2958, 2927, 2881, 1736, 1658, 1516, 1458, 1334, 1265, 1192, 1152, 837, 752; HRMS (ESI, positive) m/z $[M+Na]^+$ Calcd. for $C_{19}H_{27}NNaO_4$: 356.1838, Found: 356.1844.

Compound 2i

Prepared according to General Procedure D. $[\alpha]_D^{24} +18.0$ (c 0.19, $CHCl_3$); ^1H NMR (400 MHz, $CDCl_3$) δ_H : 6.34 (s, 1H), 6.20 (brs, 1H), 3.23–3.17 (m, 1H), 2.48–2.25 (m, 4H), 2.20–2.11 (m, 1H), 1.90 (dt, $J = 12.8, 4.8$ Hz, 1H), 1.86–1.80 (m, 2H), 1.72–1.63 (m, 1H), 1.59 (td, $J = 11.2, 3.2$ Hz, 1H), 1.50 (sept, $J = 7.2$ Hz, 1H), 1.39 (sept, $J = 7.2$ Hz, 1H), 1.30–1.20 (m, 1H), 1.08 (td, $J = 13.0, 11.6$ Hz, 1H), 1.07 (t, $J = 7.6$ Hz, 3H), 0.98 (t, $J = 7.6$ Hz, 3H), 0.95 (d, $J = 2.4$ Hz, 1H); ^{13}C NMR (100 MHz, $CDCl_3$) δ_C : 220.3, 177.6, 169.9, 136.9, 135.9, 46.2, 38.2, 37.6, 37.2, 36.1, 30.8, 29.7, 28.1, 27.7, 26.0, 23.4, 21.8, 13.5, 11.4; IR (film) cm^{-1} : 3313, 2962, 2935, 2877, 1732, 1658, 1520, 1269, 1172, 841, 756; HRMS (ESI, positive) m/z $[M+Na]^+$ Calcd. for $C_{18}H_{25}NNaO_4$: 342.1676, Found: 342.1682.

3. 15. Synthesis of 2j.

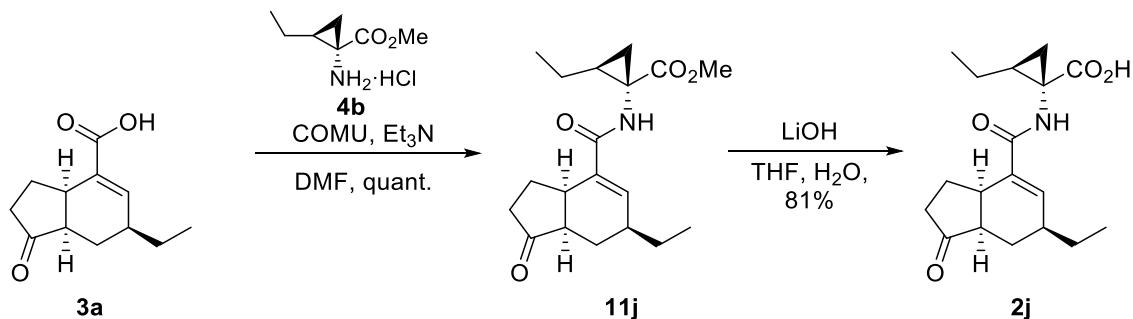

Compound 11j

Prepared according to General Procedure B. $[\alpha]_{\text{D}}^{22} -11.5$ (*c* 0.11, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.30 (s, 1H), 6.08 (brs, 1H), 3.69 (s, 3H), 3.28–3.18 (m, 1H), 2.49–2.25 (m, 4H), 2.20–2.10 (m, 1H), 1.90 (dt, $J = 12.8, 4.8$ Hz, 1H), 1.81–1.75 (m, 1H), 1.71–1.55 (m, 3H), 1.51 (dq, $J = 8.2, 7.2$ Hz, 1H), 1.39 (dq, $J = 8.0, 7.2$ Hz, 1H), 1.30–1.20 (m, 1H), 1.07 (td, $J = 13.0, 11.6$ Hz, 1H), 1.06 (t, $J = 7.6$ Hz, 3H), 0.99 (t, $J = 7.6$ Hz, 3H), 0.91 (d, $J = 2.8$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.4, 172.9, 169.6, 136.3, 136.2, 52.5, 46.3, 38.2, 37.8, 37.2, 36.2, 30.0, 28.2, 27.6, 26.0, 22.9, 21.8, 13.5, 11.4; IR (film) cm^{-1} : 3326, 2958, 2927, 2866, 1739, 1655, 1512, 1462, 1365, 1259, 1195, 1163, 837, 744; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{19}\text{H}_{27}\text{NNaO}_4$: 356.1838, Found: 356.1867.

Compound 2j

Prepared according to General Procedure D. $[\alpha]_{\text{D}}^{24} -17.6$ (*c* 0.26, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.30 (s, 1H), 6.08 (brs, 1H), 3.25–3.15 (m, 1H), 2.47–2.25 (m, 4H), 2.20–2.10 (m, 1H), 1.90 (dt, $J = 13.2, 4.4$ Hz, 1H), 1.86–1.80 (m, 2H), 1.73–1.63 (m, 1H), 1.58 (td, $J = 12.0, 3.6$ Hz, 1H), 1.50 (sept, $J = 7.2$ Hz, 1H), 1.39 (sept, $J = 7.2$ Hz, 1H), 1.30–1.20 (m, 1H), 1.08 (td, $J = 12.4, 11.4$ Hz, 1H), 1.07 (t, $J = 7.6$ Hz, 3H), 0.98 (t, $J = 7.6$ Hz, 3H), 0.93 (d, $J = 1.6$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.2, 177.5, 170.0, 137.0, 135.9, 46.2, 38.2, 37.6, 37.2, 36.1, 30.8, 29.7, 28.1, 27.6, 26.0, 23.3, 21.8, 13.5, 11.3; IR (film) cm^{-1} : 3321, 2962, 2931, 2873, 1732, 1662, 1520, 1458, 1269, 1180, 841, 760; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1677.

3. 16. Synthesis of 2k.

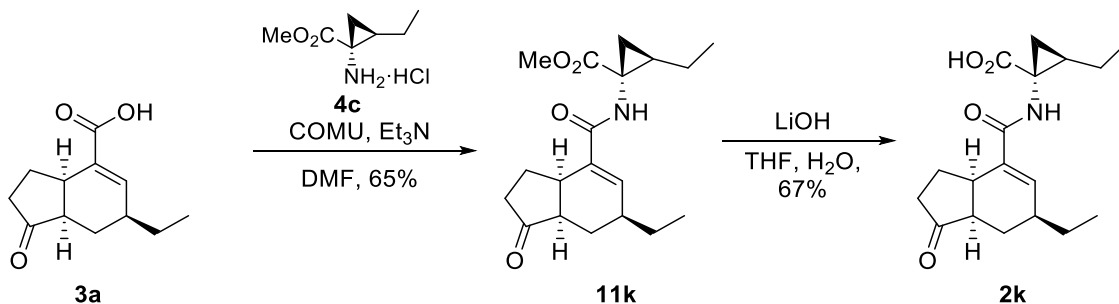

Compound 11k

Prepared according to General Procedure B. $[\alpha]_{\text{D}}^{22} -53.1$ (*c* 0.12, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.30 (s, 1H), 6.08 (brs, 1H), 3.69 (s, 3H), 3.24–3.15 (m, 1H), 2.54–2.24 (m, 4H), 2.21–2.11 (m, 1H), 1.90 (dt, $J = 13.6, 4.4$ Hz, 1H), 1.85–1.58 (m, 3H), 1.63 (dd, $J = 11.6, 2.8$ Hz, 1H), 1.52 (dq, $J = 8.6, 7.6$ Hz, 1H), 1.39 (dq, $J = 8.6, 7.6$ Hz, 1H), 1.29–1.15 (m, 1H), 1.07 (td, $J = 13.2, 10.8$ Hz, 1H), 1.06 (t, $J = 7.2$ Hz, 3H), 0.98 (t, $J = 7.2$ Hz, 3H), 0.90 (dd, $J = 7.6, 5.6$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.4, 172.9, 169.8, 136.3, 136.1, 52.5, 46.3, 38.2, 37.8, 37.2, 36.4, 29.9, 28.2, 27.8, 26.0, 22.6, 21.7, 13.5, 11.4; IR (film) cm^{-1} : 3312, 2970, 2935, 2876, 1739, 1682, 1515, 1462, 1338, 1261, 833, 760; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{19}\text{H}_{27}\text{NNaO}_4$: 356.1838, Found: 356.1844.

Compound 2k

Prepared according to General Procedure D. $[\alpha]_{\text{D}}^{20} -41.7$ (*c* 0.39, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.34 (s, 1H), 6.17 (brs, 1H), 3.22–3.14 (m, 1H), 2.47 (dt, $J = 12.4, 8.0$ Hz, 1H), 2.42–2.24 (m, 3H), 2.21–2.12 (m, 1H), 1.90 (dt, $J = 13.2, 5.6$ Hz, 1H), 1.86–1.78 (m, 2H), 1.74–1.56 (m, 2H), 1.51 (dq, $J = 8.4, 7.2$ Hz, 1H), 1.38 (dq, $J = 8.4, 7.2$ Hz, 1H), 1.28–1.17 (m, 1H), 1.07 (td, $J = 12.6, 10.6$ Hz, 1H), 1.06 (t, $J = 7.6$ Hz, 3H), 0.98 (t, $J = 7.6$ Hz, 3H), 0.94 (dd, $J = 6.4, 4.4$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.2, 177.5, 170.2, 137.0, 135.8, 46.3, 38.2, 37.7, 37.2, 36.3, 30.7, 29.7, 28.1, 27.8, 26.0, 23.1, 21.7, 13.5, 11.4; IR (film) cm^{-1} : 3313, 2966, 2935, 2873, 1731, 1658, 1516, 1458, 1265, 1176, 841, 756; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1674.

3. 17. Synthesis of 2l.

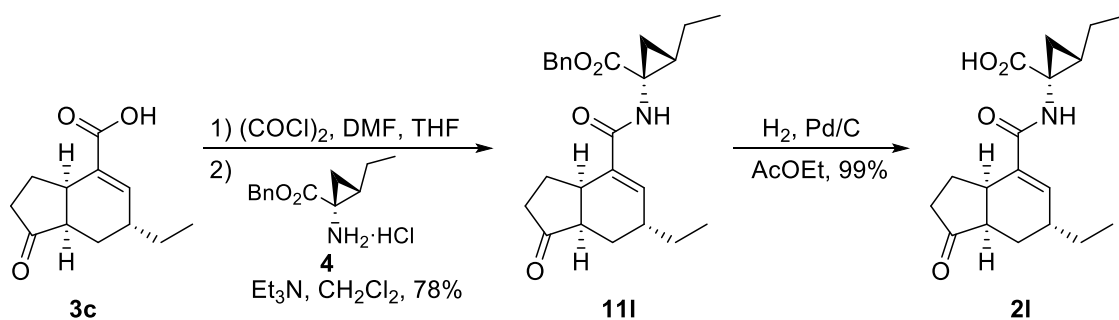

Compound 11I

Prepared according to General Procedure A. $[\alpha]_{\text{D}}^{22} -51.2$ (c 0.28, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 7.36–7.30 (m, 5H), 6.28 (s, 1H), 6.23 (brs, 1H), 5.16 (d, $J = 12.4$ Hz, 1H), 5.10 (d, $J = 12.4$ Hz, 1H), 3.36–3.28 (m, 1H), 2.70, (dd, $J = 12.4, 4.4$ Hz, 1H), 2.13–1.89 (m, 5H), 1.85–1.78 (m, 1H), 1.66 (ddd, $J = 14.8, 7.2, 1.6$ Hz, 2H), 1.60 (dd, $J = 8.0, 4.8$ Hz, 1H), 1.50 (quintet, $J = 7.8$ Hz, 1H), 1.35–1.25 (m, 4H), 0.99 (t, $J = 7.6$ Hz, 3H), 0.90 (t, $J = 7.6$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.8, 170.9, 169.7, 137.6, 135.7, 135.5, 128.5, 128.4, 128.3, 46.2, 38.0, 36.4, 36.0, 33.7, 33.6, 27.9, 26.1, 25.6, 23.5, 20.4, 13.5, 11.3; IR (film) cm^{-1} : 3325, 2962, 2935, 2873, 1732, 1658, 1628, 1512, 1458, 1385, 1273, 1161, 841, 748; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{25}\text{H}_{31}\text{NNaO}_4$: 432.2151, Found: 432.2134.

Compound 2I

Prepared according to General Procedure C. $[\alpha]_{\text{D}}^{21} -18.1$ (c 0.65, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.47 (s, 1H), 6.40 (brs, 1H), 3.40–3.32 (m, 1H), 2.53 (dd, $J = 12.4, 4.8$ Hz, 1H), 2.31–2.10 (m, 2H), 2.20–1.89 (m, 3H), 2.06 (dd, $J = 18.8, 5.6$ Hz, 1H), 1.62 (ddd, $J = 14.0, 6.8, 4.0$ Hz, 2H), 1.58 (dd, $J = 8.0, 5.2$ Hz, 1H), 1.53–1.24 (m, 5H), 1.05 (t, $J = 7.6$ Hz, 3H), 0.95 (t, $J = 7.6$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.5, 173.9, 171.4, 139.6, 134.9, 46.1, 39.0, 36.4, 36.0, 34.0, 33.8, 26.2, 25.5, 21.8, 20.9, 13.4, 11.4; IR (film) cm^{-1} : 3310, 2962, 2931, 2873, 1732, 1655, 1624, 1516, 1450, 1288, 1173, 953, 752; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. For $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1688.

3. 18. Synthesis of 2m.

Compound 11m

Prepared according to General Procedure B. $[\alpha]_{\text{D}}^{22} -70.4$ (*c* 0.16, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.30 (s, 1H), 6.04 (brs, 1H), 3.69 (s, 3H), 3.45–3.37 (m, 1H), 2.53 (dd, $J = 12.2, 4.7$ Hz, 1H), 2.31–1.97 (m, 5H), 1.84–1.70 (m, 2H), 1.66 (sept, $J = 7.1$ Hz, 1H), 1.48–1.16 (m, 5H), 1.07 (t, $J = 7.4$ Hz, 3H), 0.95 (t, $J = 7.4$ Hz, 3H), 0.92 (dd, $J = 6.8, 4.4$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.9, 173.0, 170.4, 137.3, 136.4, 52.5, 46.2, 37.7, 36.6, 36.2, 33.9, 30.0, 27.9, 26.2, 25.7, 23.0, 21.9, 13.6, 11.4; IR (film) cm^{-1} : 3325, 2958, 2931, 2878, 1731, 1655, 1624, 1516, 1437, 1335, 1261, 1196, 1165, 744; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{19}\text{H}_{27}\text{NNaO}_4$: 356.1837, Found: 356.1857.

Compound 2m

Prepared according to General Procedure D. $[\alpha]_{\text{D}}^{24} -69.4$ (*c* 0.52, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.34 (s, 1H), 6.17 (brs, 1H), 3.42–3.35 (m, 1H), 2.53 (dd, $J = 12.0, 4.4$ Hz, 1H), 2.30–2.10 (m, 3H), 2.06 (dd, $J = 18.4, 5.6$ Hz, 1H), 2.02–1.92 (m, 2H), 1.89–1.78 (m, 2H), 1.67 (sept, $J = 7.0$ Hz, 1H), 1.46–1.23 (m, 4H), 1.08 (t, $J = 7.6$ Hz, 3H), 0.98–0.95 (m, 1H), 0.95 (t, $J = 7.6$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.8, 177.3, 170.6, 137.9, 136.0, 46.1, 37.5, 36.5, 36.1, 34.0, 30.8, 29.7, 27.8, 26.2, 25.6, 21.8, 13.5, 11.4; IR (film) cm^{-1} : 3305, 2962, 2931, 2873, 1732, 1658, 1631, 1519, 1454, 1261, 1176, 1053, 837, 760; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1687.

3. 19. Synthesis of 2n.

Compound 11n

Prepared according to General Procedure B. $[\alpha]_{\text{D}}^{22} -94.9$ (*c* 0.24, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.35 (s, 1H), 6.02 (brs, 1H), 3.69 (s, 3H), 3.44–3.33 (m, 1H), 2.52 (dd, $J = 12.3, 4.8$ Hz, 1H), 2.32–1.95 (m, 6H), 1.80 (tdd, $J = 9.3, 7.8, 5.7$ Hz, 1H), 1.75–1.63 (m, 2H), 1.49–1.29 (m, 3H), 1.20 (sextet, $J = 8.3, 6.9$ Hz, 1H), 1.05 (t, $J = 7.4$ Hz, 3H), 0.96 (t, $J = 7.3$ Hz, 3H), 0.89 (dd, $J = 7.4, 4.9$ Hz, 1H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 220.9, 172.9, 170.4, 137.3, 136.0, 52.5, 46.2, 37.9, 36.6, 36.2, 33.9, 30.0, 27.9, 26.2, 25.7, 22.6, 21.8, 13.6, 11.5; IR (film) cm^{-1} : 3313, 2954, 2935, 2877, 1732, 1658, 1628, 1512, 1335, 1261, 1195, 1161, 744 HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{19}\text{H}_{27}\text{NNaO}_4$: 356.1838, Found: 356.1854.

Compound 2n

Prepared according to General Procedure D. $[\alpha]_{\text{D}}^{20} -96.3$ (*c* 0.17, CHCl_3); ^1H NMR (400 MHz, CDCl_3) δ_{H} : 6.38 (s, 1H), 6.16 (brs, 1H), 3.41–3.33 (m, 1H), 2.53 (dd, $J = 12.0, 5.2$ Hz, 1H), 2.31–2.11 (m, 3H), 2.07 (dd, $J = 13.6, 7.6$ Hz, 1H), 2.04–1.95 (m, 2H), 1.86 (qd, $J = 7.6, 5.6$ Hz, 1H), 1.78 (dd, $J = 9.6, 5.2$ Hz, 1H), 1.69 (sept, $J = 6.4$ Hz, 1H), 1.48–1.30 (m, 3H), 1.21 (sept, $J = 6.4$ Hz, 1H), 1.06 (t, $J = 7.6$ Hz, 3H), 0.96–0.93 (m, 1H), 0.95 (t, $J = 7.6$ Hz, 3H); ^{13}C NMR (100 MHz, CDCl_3) δ_{C} : 221.0, 177.6, 170.9, 138.2, 135.5, 46.1, 37.6, 36.4, 36.1, 33.9, 30.8, 27.8, 26.1, 25.5, 23.1, 21.7, 13.5, 11.4; IR (film) cm^{-1} : 3313, 2962, 2935, 2877, 1728, 1705, 1658, 1631, 1516, 1454, 1269, 1172, 840, 756; HRMS (ESI, positive) m/z $[\text{M}+\text{Na}]^+$ Calcd. for $\text{C}_{18}\text{H}_{25}\text{NNaO}_4$: 342.1676, Found: 342.1682.

3. 20. Synthesis of 2o.

Compound 11o

How the deposited data were processed for this re-analysis (not part of the article)

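RNA was measured in Arabidopsis seedlings of Col-0 and of the T-DNA insertion line jaz9-1 after 8 h with mock solution, 2, 2e or 12, in 8 groups of 3 libraries. The authors made the count values with Trimmomatic 0.39, HISAT2 2.2.1 with a maximum intron length of 5000, and featureCounts 2.0.1. It counted primary alignments per gene on strand setting 1, with an overlap of at least 0.5 of the read, and reads over more than 1 gene were counted for each. A second deposited table holds a signal, the counts divided by 1 size factor per library that the authors computed with DESeq2 1.30.1. Dividing out that factor gave whole reads for 100% of its values within 0.01, and they equal the counts, so the counts were used. Its 8 values per gene without a column name were left out. The labels name the genome build TAIR10 and the reference at hand is TAIR10.1, so the annotation was used for names only, and 26719 of 27416 gene identifiers had a match. The labels name TruSeq and Lasy-Seq 1.1 for the libraries and the paper names Lasy-Seq. The sample labels give genotype, compound and replicate, and a dose of 1 µM is given in the series text alone. The columns of 12 were matched to the compound that Supplementary Data 1 calls NOPh by their fold changes.

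Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered by count per group with filterByExpr, which kept 20109, and normalized with TMM. A negative binomial model with 1 coefficient per group was fitted to all 24 libraries, with a common biological coefficient of variation of 0.186. Each comparison used the quasi-likelihood F-test of edgeR, and p-values were adjusted by Benjamini-Hochberg over all tested genes. Genes below an FDR of 0.1 are higher or lower, and those with at least a 2.5-fold change are upregulated or downregulated, the thresholds of Fig. 4. The genotype difference in a response is the log2 fold change of a compound in jaz9-1 minus that in Col-0, tested in the same model. Reads on the 210 organelle genes were kept. Principal components used log2 CPM with a prior count of 2, on genes upregulated by 2, by 2e or in mock-treated jaz9-1, in the 12 libraries of Fig. 4a. Distances between and within groups were taken over all components.

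Gene lists were fixed before the data were examined, 23 recalled from general knowledge of Arabidopsis and from the paper, and the genes of Supplementary Fig. 18 made 24. The lists are JAZ repressors, jasmonate biosynthesis, jasmonate turnover, the MYC branch, the ERF/ORA branch, ethylene synthesis and signalling, salicylate response, expansins, xyloglucan endotransglucosylases, cellulose synthases, root hair, root endodermis markers, light harvesting and RuBisCO small subunit, aliphatic and indolic glucosinolates, anthocyanins, cell cycle G2/M, auxin response, cold and ABA response, heat shock, circadian clock, camalexin and reference genes. Members without a match by name, such as JAZ13, JOX1 and SAND, were dropped. Members were counted over all genes and adjusted over the list alone. Each list was tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists.

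The genes named are those the paper names for its RNAseq, the genes on either side of JAZ9, up to 4 members per list with the lowest FDR, and up to 10 genes per direction with the largest change. The last had to reach a mean of 1 log2 CPM and to lie outside the control libraries in all 3 libraries. For genotype differences, the 10 genes with the lowest FDR below 0.1 were named. A result for 1 of them is not reported here. Any other gene is said to have been chosen after its values were seen. The first 25 entries of Supplementary Data 1 and the RT-qPCR source data had been seen when this rule was written.

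Results were recomputed with DESeq2 without and with its independent filtering, RLE normalization, no count filter, models of the groups compared alone, a replicate block, quantile normalization with limma, an FDR of 0.05, no fold minimum, and with each of the 24 libraries left out. After the data were seen, 3 were added: 2 libraries with the fewest counts left out, all libraries thinned to equal depth, and the reads recovered from the second table. The last gave the values of the counts. The code was tested on simulated data with known changes. Among 19866 genes it recovered 54.5% of 2-fold changes and 80% of 4-fold changes for 2e in Col-0, and 42.3% and 78% for the genotype difference. Of the calls, 11.8% and 9.78% were false.

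The p-values measure the spread between the 3 libraries of a group, each a pool of 5 to 8 seedlings. They do not measure differences between sowings or growth chambers, which the labels do not give. Paralogs such as the PDF1 genes share sequence, so their counts may not be separate. The RT-qPCR, protein, binding and growth experiments of the paper are not analysed here.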

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

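All tests of explanations in this part were chosen after the result had been seen. The genotype differences and the compound comparisons themselves were planned.

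The ERF/ORA genes of defense responded less to 2e in jaz9-1 than in Col-0, and the same genes responded less to 12. Adjusted over the list alone, 6 of 11 differed for 2e and 6 for 12, and 6 are shared, in comparisons that use the same mock libraries. The 6 are ORA59, AACT1, PDF1.2, PDF1.2b, PDF1.2c and PDF1.3. Reads of the PDF1 paralogs may be shared, and the paper names several of the 6 from these same libraries. Without jaz9-1 mock replicate 2, 4 differed for 2e and 3 for 12. For each compound 1 of 82 splits of the libraries gave a number as large as 6, the highest other split giving 1. The other splits mix both genotypes in every group, which can lower their counts, so they do not exclude chance. A difference in sequencing depth argues little, since 8 members differed once all libraries were thinned to equal depth. A smaller response of jaz9-1 to 2e in general is argued against as the whole cause by a slope of 0.762 over JAZ and jasmonate biosynthesis genes, against 0.294 over the branch. It may be a part of it, since the slope over the 114 genes that respond to 2e was 0.641, below the 0.864 to 0.989 of simulated equal responses. Without the ERF/ORA genes the slope was 0.718, for which no simulation was run. The loss of JAZ9 may be the source, but another difference of the jaz9-1 seedlings cannot be told apart from it, because 509 genes differed between the mock-treated lines and the design has 1 mutant line.

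JAZ9 reads in jaz9-1 rose with 2 although the gene carries an insertion. Reads of Col-0 libraries in jaz9-1 libraries are argued against by MRD1, which stood at 2.55% of its Col-0 level in jaz9-1 with 2, while JAZ9 stood at 24.3%. Exchanged genotype labels are argued against as well, with 0 libraries whose MRD1 level lay on the side of the other genotype. Transcript of the part of the gene beside the insertion is a candidate explanation, with JAZ9 rising by 4.06 in jaz9-1 with 2, and it stays open because the counts do not resolve parts of the gene. No protein was measured in these libraries.

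Clock genes differed between jaz9-1 and Col-0 in every treatment. Deviating mock libraries are argued against, since 6 of the 13 genes of the list passed the FDR in mock, and 15 of their 18 values with 2, 2e and 12 passed it in the same direction. Harvest of jaz9-1 at another time of day may be the source of the 26 of 52 values of the whole list that passed the FDR. An effect of the genotype on the clock cannot be told apart from it, since no harvest time is given and all jaz9-1 libraries share the genotype. PRR5, PRR7, GI and LUX passed in no treatment.

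The response to 2 differed between the genotypes in 149 genes, 96 with a larger and 53 with a smaller log2 fold change in jaz9-1. Of 82 splits, 1 gave as many, and the highest other split gave 2. The other splits mix both genotypes in every group, so genotype differences add to their spread and can lower their counts. They cannot exclude chance for that count. Its size depends on single libraries. Without replicates 1, 2 and 3 of Col-0 mock it was 83, 79 and 95, and without those of Col-0 with 2 it was 52, 91 and 57. Without replicates 1 and 3 of jaz9-1 mock it was 65 and 64, and without replicates 1, 2 and 3 of jaz9-1 with 2 it was 1271, 72 and 65. CYP79F1 of aliphatic glucosinolate synthesis differed by -1.22, the sulfur-assimilation kinase genes AKN2 by -1.11 and APK by -0.96, and the cytochrome b5 gene CB5-C by -1.20. The anthocyanin repressor MYBL2 differed by 1.81, the malate transporter gene TDT by 1.20 and the senescence gene SAG21 by 1.09. AT1G78830 differed by 1.66 and AT5G59540 by 0.97. Under mock, CYP79F1 was already higher in jaz9-1 by 1.36 and MYBL2 lower, at -1.21. These are opposite to their differences in the response to 2, so the mock levels contribute to those differences. For 2e, the count was 0, which each of the 82 splits reaches, the highest giving 3, so the splits decide nothing there.

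The response to 12 differed between the genotypes in 1 gene, AT1G78460 of the SOUL heme-binding family, by -1.06 (SE 0.17, adjusted p = 0.012, edgeR). Of 82 splits, 4 gave 1 gene or more, and the highest other split gave 1. Without jaz9-1 mock replicate 3 its adjusted p was 0.104 and the count 0. The count was 9 without Col-0 mock replicate 3, and 3, 5 and 4 without replicates 1, 2 and 3 of Col-0 with 12. It was 4 and 2 without jaz9-1 mock replicates 1 and 2, and 2 and 4 without replicates 1 and 2 of jaz9-1 with 12.

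Signal appears in comparisons that the paper's text does not report. With 12, 99 genes were upregulated and 5 downregulated in Col-0, and 98 and 11 in jaz9-1. The 5 became 8 and 2 without replicates 2 and 3 of Col-0 with 12, and the 11 became 6 without jaz9-1 mock replicate 3. With 2 in jaz9-1, 986 genes were upregulated and 640 downregulated.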

How the results depend on the processing

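The settings without 2 libraries, at equal depth and on recovered reads were chosen after the data had been seen. Each named gene, count, slope and list was recomputed under each setting that applies. A library left out counts as a setting only for results whose groups hold it. For named genes 3074 of 3240 recomputed values kept direction and side of the threshold, 75 fell below it, 80 rose above it and 11 reversed. Of 603 recomputed counts 438 stayed within 1.5 times, and of 120 slopes 65 stayed within 1 SD between replicates, 54 moved and 1 reversed. That SD comes from the 3 compound-treated libraries of 1 group, each set against the mean of its mock libraries. It leaves out the spread of the mock libraries and is too small for the slope as a whole. Ratios of distances in the principal components, the share of JAZ9 in jaz9-1 and the ERF/ORA list tests held in 17 of 18 recomputations. The ratio for Col-0 with 2e and mock-treated jaz9-1 was 1.34 over all tested genes, against 2.21, and the values from recovered reads equal those reported. The causes of the changes below were not tested, except that no fold minimum counts more genes by construction. With 3 libraries per group, 35.5% of simulated 1.5-fold changes were recovered for 2e in Col-0. Depth was not varied in that simulation, and at equal depth 2e upregulated 109 genes in Col-0.

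Genes upregulated by 2 in Col-0 numbered 2392 with no fold minimum and 885 to 938 with 1 library left out, and downregulated genes 2258, 327 with quantile limma, and 510 to 538 with 1 library left out. For 2e in Col-0, 484 were upregulated with no fold minimum, 64 with quantile limma, and 101 to 132 with 1 library left out. The genes it downregulated numbered 8 with DESeq2, 8 with its filtering, 5 with groups compared only, 10 with no count filter, 69 with no fold minimum, 1 with quantile limma, 1 at FDR 0.05, 5 without the 2 libraries with the fewest counts, and 2 to 6 with 1 library left out. In mock-treated jaz9-1, 66 were upregulated with DESeq2, 58 with its filtering, 54 with no count filter, 240 with no fold minimum, 18 with quantile limma, and 24 to 48 with 1 library left out. Downregulated were 68 with DESeq2, 28 at FDR 0.05, 72 with no count filter, 269 with no fold minimum, 23 with quantile limma, and 26 to 63 with 1 library left out.

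In jaz9-1, 2 upregulated 3006 genes with no fold minimum and 935 to 1027 with 1 library left out. It downregulated 400 with groups compared only, 2859 with no fold minimum, 301 with quantile limma, and 554 to 865 with 1 library left out. For 2e in jaz9-1, 348 were upregulated with no fold minimum, 48 with quantile limma, and 68 to 96 with 1 library left out. Downregulated by it were 14 with DESeq2, 11 with its filtering, 7 at equal depth, 8 with no count filter, 49 with no fold minimum, 0 with quantile limma, 5 without the 2 libraries, and 2 to 13 with 1 library left out.

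For 12 in Col-0, 441 were upregulated with no fold minimum, 61 with quantile limma, and 83 to 103 with 1 library left out. Its downregulated genes numbered 10 with DESeq2, 9 at equal depth, 3 at FDR 0.05, 12 with groups compared only, 10 with no count filter, 172 with no fold minimum, 3 with quantile limma, and 2 to 8 with 1 library left out. For 12 in jaz9-1, 405 were upregulated with no fold minimum, 57 with quantile limma, and 81 to 101 with 1 library left out. Its downregulated genes there numbered 27 with DESeq2, 22 with its filtering, 7 at FDR 0.05, 23 with no count filter, 97 with no fold minimum, 2 with quantile limma, and 6 to 13 with 1 library left out.

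Between Col-0 with 2e and mock-treated jaz9-1, 821 were upregulated with no fold minimum, 101 with quantile limma, and 148 to 217 with 1 library left out. Downregulated were 40 with DESeq2, 12 at FDR 0.05, 465 with no fold minimum, 8 with quantile limma, and 15 to 26 with 1 library left out. Between 2e and 2 in Col-0, 1711 were upregulated with no fold minimum, 264 with quantile limma, and 399 to 454 with 1 library left out, and 1812 were downregulated with no fold minimum and 594 to 629 with 1 library left out. Between 2e and 12 in Col-0, 1 was upregulated with groups compared only, 6 up and 10 down with no count filter, and 0 to 3 up and 0 to 1 down with 1 library left out. In jaz9-1 that comparison gave 4 upregulated with DESeq2, 1 with its filtering, 3 at FDR 0.05, 19 with no count filter, 4 with quantile limma, and 2 to 12 with 1 library left out. Downregulated there were 1 with groups compared only, 7 with no count filter, 2 with no fold minimum, 1 without the 2 libraries, and 0 to 1 with 1 library left out.

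The genotype difference in the response to 2e counted 10 genes with DESeq2, 8 with its filtering and 2 with groups compared only. It counted 78 with no count filter, 5 with quantile limma and 6 without the 2 libraries. With 1 library of its groups left out it counted 0 to 9, and 12 without jaz9-1 2 replicate 1, which lies outside them. For 2 it counted 290 with DESeq2, 357 with its filtering, 66 at FDR 0.05, 59 with groups compared only, 668 with no count filter, 51 with quantile limma, 23 without the 2 libraries, and 52 to 1271 with 1 library left out. For 12 it counted 21 with DESeq2, 44 with its filtering, 34 with groups compared only, 141 with no count filter, 5 with quantile limma, 7 without the 2 libraries, and 0 to 9 with 1 library left out. Members of the ERF/ORA branch that differed, adjusted over the list alone, numbered 4 to 9 for 2e over all settings, with 4 without jaz9-1 mock replicate 2. For 12 they numbered 3 to 7, with 3 without the same library.

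Genes upregulated by both 2 and 2e in Col-0 numbered 407 with no fold minimum, 46 with quantile limma, and 75 to 107 with 1 library left out. Those not upregulated in mock-treated jaz9-1 numbered 362, 44, and 71 to 99 in the same order. Upregulated by 2e in both genotypes were 261, 30, and 41 to 49, and without mock-treated jaz9-1 232, 29, and 39 to 44. In all 3 comparisons were 7 with no count filter, 29 with no fold minimum, 1 with quantile limma, and 1 to 5 with 1 library left out. Downregulated by 2 and 2e were 2 with filtered DESeq2, 4 with groups compared only, 9 with no count filter, 55 with no fold minimum, 3 without the 2 libraries, and 1 to 5 with 1 library left out.

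The slope of jaz9-1 on Col-0 for 2e was 0.726 with groups compared only, 0.715 with no count filter, 0.688 with no fold minimum, 0.603 with quantile limma, 0.771 without the 2 libraries, and 0.571 to 0.817 with 1 library left out. For 2 it was 0.906 with DESeq2, 0.898 with its filtering, 0.907 at equal depth, 0.967 without the 2 libraries, and 0.828 to 1.00 with 1 library left out. For 12 it was 0.726 at equal depth, 0.749 at FDR 0.05, 0.664 with quantile limma, and 0.712 to 0.954 with 1 library left out. The slope of 2e in Col-0 on 2 in jaz9-1 over upregulated genes was 0.268 with groups compared only and 0.149 to 0.257 with 1 library left out. Over downregulated genes it was 0.0931 with groups compared only, 0.0330 with no count filter, 0.0588 with no fold minimum, 0.140 with quantile limma, 0.0307 without the 2 libraries, and -0.0148 (without Col-0 mock replicate 3, reversed) to 0.0540 with 1 library left out.

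Named genes that reversed had no call in any of these comparisons. ERF1 in jaz9-1 with 2e stood at -0.0159 at equal depth, -0.0105 without jaz9-1 mock replicate 3 and -1.07 without jaz9-1 2e replicate 2, and at 6.45 without jaz9-1 mock replicate 2. AOS, for the genotype difference in the response to 2e, stood at 0.00253 without Col-0 2e replicate 2, 0.00425 without jaz9-1 mock replicate 2 and 0.0480 without jaz9-1 2e replicate 3, and at -0.229 without jaz9-1 2e replicate 2. In mock-treated jaz9-1, CLH1 stood at -0.0220 without jaz9-1 mock replicate 2 and at 0.246 without replicate 1. DIN11 stood there at -0.0127 with quantile limma, -0.0579 and -0.0824 without Col-0 mock replicates 2 and 3, -0.505 without jaz9-1 mock replicate 2, and 0.418 without Col-0 mock replicate 1.

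A replicate block was planned, but the correlations do not settle whether the replicate numbers pair samples. Of 24 libraries 12 correlated best with their own number, and no pair exceeded r = 0.1. The median r was 0.0096 for pairs of the same number and -0.0104 for other pairs. With the block, 1 gene was downregulated by 2e in Col-0, 1 was upregulated with 2e against 12 in Col-0, and 0 were downregulated by both 2 and 2e. The genotype differences counted 7 genes for 2e, 230 for 2 and 17 for 12, and the slopes were 0.664 for 2e in jaz9-1 on Col-0 and 0.0346 over genes downregulated by 2.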

Differences from the paper's values

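All alternatives below were set before the data were examined unless a sentence says otherwise. The thresholds are those of Fig. 4, an FDR below 0.1 and a 2.5-fold change.

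For genes downregulated by 2e in Col-0 the paper's value is 8 and the value here is 2. DESeq2 gives 8, as does DESeq2 with independent filtering, and no count filter gives 10, so these lie within 1.5 times the paper's value. The value stays more than 1.5 times away with RLE normalization (2), groups compared only (5), a replicate block (1), quantile limma (1), an FDR of 0.05 (1) and no fold minimum (69). Without the 2 libraries with the fewest counts it is 5 and at equal depth 2, and both settings were chosen after seeing the values. The 8 genes with DESeq2 are CRA1, CSLB06, AT1G10000, AT1G62620, CYP71B24, AT4G11910, ZIP9 and OLEO1. Of these, the count filter used here removes OLEO1.

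For genes upregulated in mock-treated jaz9-1, the paper's value in Fig. 4 is about 58, read by eye, and the value here is 35. DESeq2 gives 66, DESeq2 with independent filtering 58 and no count filter 54, which lie within 1.5 times. The value stays more than 1.5 times away with RLE normalization (35), groups compared only (34), a replicate block (36), quantile limma (18), an FDR of 0.05 (27) and no fold minimum (240). Without the 2 libraries with the fewest counts it is 32 and at equal depth 36.

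DESeq2 with independent filtering gives each of the other counts in the paper's text as well, and the methods of the paper name DESeq2. They are 950, 103, 91, 614, 100, 52, 3 and 49 by the paper, against 921, 98, 92, 561, 80, 47, 3 and 44 here, which differ by less than 1.5 times.

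The paper lists PDF1.2 and ERF1 among the genes that 2e induced in jaz9-1. Here PDF1.2 stood at 1.92 with adjusted p = 0.20 (edgeR), and it passes with DESeq2 (0.0963), DESeq2 with independent filtering (0.0987), no count filter (3.2e-08) and a replicate block (0.0290). ERF1, taken here as AT3G23240, stood at 0.55 with adjusted p = 0.93 (edgeR), and no planned setting called it. The name ERF-1 in Supplementary Fig. 18 had no unique match here. The paper's ERF1 may therefore be another locus, and the values do not show that its call fails. Of the other genes in that list, JAZ1, MYC2, AOS, ORA59 and PDF1.3 were called here too.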

Other observations

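The comparisons of genotypes within 2, 2e and 12 in this part were chosen after the data had been seen, and the other tests were planned. In Col-0, 12 raised the ERF/ORA genes, JAZ repressors and glucosinolate genes about as far as 2e did. It also lowered some expansin and light-harvesting genes. In jaz9-1 the glyoxylate cycle genes MLS and ICL, which turn stored fat into sugar, were lower with 12 and not with 2e.

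With 12 in Col-0, 613 genes changed, 441 higher and 172 lower, and in jaz9-1 502 changed, 405 higher and 97 lower. In Col-0 9 of 11 ERF/ORA genes rose (10 adjusted over the list alone), 10 of 12 JAZ genes did, and 10 of 13 aliphatic glucosinolate genes did (12 adjusted over the list alone). PDF1.3 rose by 5.66 (SE 0.45, adjusted p = 1.1e-10, edgeR) and ORA59 by 2.98 (SE 0.30). In jaz9-1 4 ERF/ORA genes rose with 12 (7 adjusted over the list alone). LHCB2.1 fell with 12 in Col-0 by 0.52 (SE 0.14), 1 of 5 of 18 light-harvesting genes to fall (16 adjusted over the list alone). Expansins fell in 3 of 13 (8 adjusted over the list alone), EXLA2 by 1.08 (SE 0.21). The camalexin gene CYP71A12 rose by 3.39 (SE 0.79), 1 of 2 of 4 camalexin genes to rise (3 adjusted over the list alone). With 2e 1 of the 4 rose (3 adjusted over the list alone), and with 2 1 did.

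Tested directly in Col-0, edgeR called 0 genes between 2e and 12, with a lowest FDR of 0.119, and DESeq2 called 0. At an unadjusted p < 0.05 edgeR gave 810 genes, fewer than the 1005 expected by chance. For the 122 genes upregulated by 2e the median difference was 0.24, and for 94 of them the 95% interval lay within 2.5-fold. In jaz9-1 13 genes differed, 11 higher and 2 lower with 2e, and 10 were upregulated. The 10 became 3 without jaz9-1 2e replicate 3 and 2 without replicate 1 or 3 of jaz9-1 with 12. MLS was higher with 2e than with 12 by 3.96 (SE 0.45, adjusted p = 9.9e-06, edgeR) and ICL by 2.37 (SE 0.44), while LOX2 stood at -0.63 (SE 0.12). With 12 in jaz9-1, MLS fell by 2.81 (SE 0.45) and ICL fell by 1.69 (SE 0.44). The call of ICL was lost without jaz9-1 mock replicate 3 (adjusted p = 0.332) and without jaz9-1 12 replicate 2 or 3 (0.160 and 0.167), and it was lost with DESeq2 (0.107), its filtering (0.117) and quantile limma (0.181). Under mock, ICL was already higher in jaz9-1 than in Col-0 by 2.23 (SE 0.45, adjusted p = 0.0052, edgeR). Its fall with 12 therefore starts from a raised level. Of 14 anthocyanin genes, 4 were higher with 2e than with 12 in jaz9-1 (12 adjusted over the list alone).

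Genes upregulated by 2e and by 12 share 79 in Col-0, where independent lists would share 0.601, and 57 in jaz9-1, where they would share 0.390. Part of the excess may come from the shared controls, and the highest other split of the libraries gave 1 gene for 12 in Col-0. Without shared libraries, of the 986 genes that 2 upregulated in jaz9-1, 257 were higher and 2 lower with 12 in Col-0. Upregulated by 2 in both genotypes were 725 genes, with 45.2 for independent lists, and downregulated in both were 273, with 17.9. The slope of jaz9-1 on Col-0 over 1670 genes that respond to 2 was 0.929. Glucosinolate genes responded less to 2 in jaz9-1, with 4 of 13 aliphatic genes lower (8 adjusted over the list alone). Some of the list, CYP79F1 among them, were already higher in mock-treated jaz9-1. The list's adjusted p was 0.0946 with an estimated correlation.

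Between the genotypes, 1665 genes differed with 2, 673 with 2e and 687 with 12, besides those under mock, and 76 differed in all 4 treatments, 74 of them in the same direction. Anthocyanin genes higher in jaz9-1 numbered 12 of 14 with 2e, 5 with 12 and 0 with 2 (13, 8 and 0 adjusted over the list alone). The median log2 difference of the list was 1.81 with 2e, 0.57 with 12 and 0.27 with 2. CCA1 lay at 2.00 to 8.50 CPM in jaz9-1 and 16.2 to 33.7 CPM in Col-0, without overlap in 12 against 12 libraries. HEI10, a crossover gene beside MRD1, was lower in mock-treated jaz9-1, at -2.30 (SE 0.56). Of the neighbours of JAZ9, the cellulase gene GH9B1 was higher by 0.66 (SE 0.17, adjusted p = 0.030, edgeR) and HWI1 stood at 0.12 (SE 0.33).

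Other lists are given for 2 and 2e in Col-0 by edgeR. Salicylate response genes rose in 2 and fell in 2 of 13 with 2, with PR2 at 5.73 and WRKY70 at -1.99, and 0 changed with 2e (0 at an unadjusted p < 0.05 and 0 by DESeq2). Cold and ABA genes rose in 4 and fell in 3 of 7 with 2 and rose in 3 with 2e (4 higher and 1 lower adjusted over the list alone), KIN1 by 4.26 and 3.35. Auxin response genes rose in 2 and fell in 4 of 10 with 2, IAA29 at -2.80 (2 and 5 adjusted over the list alone). With 2e 0 changed (2 higher adjusted over the list alone, 2 higher at an unadjusted p < 0.05 and 0 by DESeq2). Light-harvesting genes rose in 2 and fell in 3 of 18 with 2 (3 and 3 adjusted over the list alone), and 0 changed with 2e (2 lower at an unadjusted p < 0.05 and 0 by DESeq2). Clock genes rose in 1 and fell in 2 of 13 with 2, and 0 changed with 2e (1 at an unadjusted p < 0.05 and 0 by DESeq2). Root hair genes fell in 1 of 9 with 2, and 0 changed with 2e (2 at an unadjusted p < 0.05 and 0 by DESeq2). Of 5 reference genes 1 fell with 2 and 0 changed with 2e (1 at an unadjusted p < 0.05 and 0 by DESeq2). Endodermis markers, G2/M genes and heat shock genes gave 0 calls with either compound, of 9, 16 and 5 genes, and 0 by DESeq2. At an unadjusted p < 0.05 they gave 0, 1 and 0 with 2 and 2, 1 and 0 with 2e.

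With 3 against 3 libraries there are 10 splits, too few to exclude chance at 0.05. In Col-0 the up- and downregulated genes numbered 1482 with 2 and 124 with 2e against mock, where the highest other split gave 0, and 104 with 12, where it gave 1. In jaz9-1 they numbered 1626 with 2 against 8 in the highest other split, 83 with 2e against 1, and 109 with 12 against 1. Mock-treated jaz9-1 against Col-0 gave 78 and the highest other split 1. Col-0 with 2e gave 203 against mock-treated jaz9-1 and 1108 against 2, with 0 in the highest other split. In each of these, 1 of 10 splits was as large. For 2e against 12, Col-0 gave 0, which 10 of 10 splits reach, so the splits decide nothing there, and jaz9-1 gave 10 with 0 in the highest other split.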
